# RNA uridyl transferases TUT4/7 differentially regulate miRNA variants depending on the cancer cell type

**DOI:** 10.1261/rna.078976.121

**Published:** 2022-03

**Authors:** Ragini Medhi, Jonathan Price, Giulia Furlan, Beronia Gorges, Alexandra Sapetschnig, Eric A. Miska

**Keywords:** isomiRs, cancer, LIN28A, let-7, miRNA–mRNA, TUT4/7

## Abstract

The human terminal uridyl transferases TUT4 and TUT7 (TUT4/7) catalyze the additions of uridines at the 3′ end of RNAs, including the precursors of the tumor suppressor miRNA let-7 upon recruitment by the oncoprotein LIN28A. As a consequence, let-7 family miRNAs are down-regulated. Disruption of this TUT4/7 activity inhibits tumorigenesis. Hence, targeting TUT4/7 could be a potential anticancer therapy. In this study, we investigate TUT4/7-mediated RNA regulation in two cancer cell lines by establishing catalytic knockout models. Upon TUT4/7 mutation, we observe a significant reduction in miRNA uridylation, which results in defects in cancer cell properties such as cell proliferation and migration. With the loss of TUT4/7-mediated miRNA uridylation, the uridylated miRNA variants are replaced by adenylated isomiRs. Changes in miRNA modification profiles are accompanied by deregulation of expression levels in specific cases. Unlike let-7s, most miRNAs do not depend on LIN28A for TUT4/7-mediated regulation. Additionally, we identify TUT4/7-regulated cell-type-specific miRNA clusters and deregulation in their corresponding mRNA targets. Expression levels of miR-200c-3p and miR-141-3p are regulated by TUT4/7 in a cancer cell-type-specific manner. Subsequently, BCL2, which is a well-established target of miR-200c is up-regulated. Therefore, TUT4/7 loss causes deregulation of miRNA–mRNA networks in a cell-type-specific manner. Understanding of the underlying biology of such cell-type-specific deregulation will be an important aspect of targeting TUT4/7 for potential cancer therapies.

## INTRODUCTION

Endogenous small RNA populations include a distinct class of noncoding RNAs called microRNAs (miRNAs). miRNAs are well-characterized biomolecules with conserved roles in gene silencing. They are typically around 20–23 nt in length with a seed region of two to eight bases near the 5′ end that is able to pair perfectly or imperfectly with 3′ UTRs of target mRNAs (Bartel 2004; Kim et al. 2010; Burroughs and Ando 2019). Upon perfect pairing, miRNAs induce post-transcriptional silencing of the target via endonucleolytic cleavage, while imperfect pairing leads to translational repression (Bartel 2004). Based on conservation of miRNA features (sequence, structure, or function), various miRNAs have been classified under distinct families that are located in different genomic loci (Zou et al. 2014).

Most miRNA loci are transcribed by RNA Pol II and processed at the 5′ and 3′ ends to generate capped and polyadenylated primary precursors of the miRNAs (pri-miRNAs). Subsequently, the RNase III enzyme DROSHA in conjunction with the RNA-binding partner DGCR8, measures ∼22 nt from the terminal loop of pri-miRNAs to introduce a cut and cleaves pri-miRNAs into ∼70 nt pre-miRNA precursors (Kim 2005). Pre-miRNA hairpin precursors undergo further processing by another RNase III enzyme, DICER, to give rise to 5p and 3p mature miRNAs derived either from the 5′ arm or 3′ arm of the hairpin, respectively. The mature miRNA derived from one arm of the pre-miRNA hairpin is preferentially loaded on a functional RISC (RNA-induced silencing complex) and the miRNA derived from the other arm is potentially degraded (Bartel 2018). Additionally, the mature miRNA sequences of a specific miRNA gene are heterogeneous, with differences in the 5′ end or 3′ end (additions or trimming), methylation, SNPs, and ADAR-mediated A-to-I editing (Barturen et al. 2014; Vitsios and Enright 2015) being reported. Such miRNA variants are called isomiRs (Neilsen et al. 2012). Many isomiRs are miRNAs with templated additions (that align with reference sequence) or nontemplated additions (3′ NTA) (Wyman et al. 2011).

With the advent of high-throughput sequencing, diverse 3′ NTA isomiRs have been identified for several miRNAs (Burroughs and Ando 2019). Systematic analysis of the 3′ NTA profiles has revealed that such isomiRs are not experimental artifacts of sequencing techniques but are physiologically relevant (Wyman et al. 2011; Knouf et al. 2013). In addition, such nontemplated additions are conserved across several species (Wyman et al. 2011; Saiselet et al. 2015). Overall, the most abundant modification irrespective of the studied system is addition of uridines (U) or adenines (A) (Chang et al. 2012; Li et al. 2012b; Saiselet et al. 2015). In the nematode *C. elegans*, uridylated miRNAs are higher in abundance than adenylated miRNAs. However, the reverse is true for higher mammals, such as humans and mice (Wyman et al. 2011). Some studies have highlighted that the 3′ NTA profiles change upon viral infection. For example, hepatitis B viral (HBV) infected human liver tissues have lower levels of adenylated miRNAs (Li et al. 2012a). Another study has reported that B cells are enriched in adenylated miRNAs but uridylated isoforms dominate in their secreted exosomes (Koppers-Lalic et al. 2014).

In terms of proportions, mono-A or mono-U additions account for approximately 80% of all NTAs, but the 3′ NTA landscape is not limited to these two. AA, AU, UA, and UU di-nucleotide terminal modifications are also observed and account for ∼1% of addition events (Li 2012a,b). Overall, the abundance of 3′ NTA isomiRs varies depending on the tissue type or disease context and even on the organism of study. Although, at a global level, the proportion of miRNA 3′ NTA is small, a subset of specific miRNAs has a higher proportion (>75%) of isomiRs, which hints toward a biologically important role for their modified counterpart (Yang et al. 2019). Moreover, 3′ NTA additions have been shown to result in miRNA turnover and expression level changes with adenylation conferring stability in contrast to uridylation, which promotes degradation (D'Ambrogio et al. 2012; Heo et al. 2012; Kim et al. 2015; Gutiérrez-Vázquez et al. 2017).

In cancer, microRNA expression levels are useful in different aspects such as diagnosis, determining tumor progression, drug resistance, and the prediction of overall survival. For example, miR-200c and miR-141, both constituting the miR-200c/141 cluster, are diagnostic markers and are up-regulated (Sulaiman et al. 2016) in ovarian cancer (Koutsaki et al. 2017; Chen et al. 2019). These miRNAs mediate the various consequences ranging from increased cell proliferation and metastasis to drug resistance via their target mRNAs (Feng et al. 2014; Sulaiman et al. 2016). Therefore, it is crucial to understand how to modulate and control their expression levels to develop effective anticancer therapeutics.

The terminal RNA uridyl transferases TUT4 and TUT7 (TUT4/7) are the enzymes responsible for catalyzing the addition of Us at the 3′ end of miRNAs such as the tumor suppressor let-7s, to regulate their expression levels (Thornton et al. 2014). TUT4/7 mono-uridylate pre-let-7 miRNAs that have a 1 nucleotide overhang at their 3′ end, thereby restoring the optimal structure for efficient processing by DICER (Heo et al. 2012; Kim et al. 2015). However, in the presence of the oncogenic interactor LIN28A, TUT4/7 dwell longer at a pre-let-7 complex, oligo-uridylate it, and mark it for decay (Yeom et al. 2011; Kim et al. 2015; Faehnle et al. 2017; Wang et al. 2017). In addition, TUT4/7 can uridylate pre-miR-324 (canonical with 2 nt overhang), modulating the DICER cleavage site (Kim et al. 2020). In cancers such as glioblastomas overexpressing TUT4 and TUT7, pre-miR-324 is uridylated at the 3′ end, which leads to the 3′ arm-derived miR-324-3p being more abundant than the miR-342-5p derived from the 5′ arm of the same precursor hairpin (Kim et al. 2020). Importantly, inhibition of TUT4/7-mediated uridylation results in a switch of the strand ratios with the miR-342-5p now being more abundant than the miR-324-3p (Kim et al. 2020). 5p/3p arm switching events have been observed in several independent studies and their ratios have been reported to change in tumor versus normal tissues for several cancer types (Li et al. 2012a,b; Kim et al. 2020). In addition to arm switching, uridylation of miRNAs by TUT4/7 has implications for mRNA target selection. For instance, TUT4/7-mediated di-uridylation has been reported to enable the modified isomiRs to target noncanonical mRNA targets (imperfect seed pairing) via extensive base pairing at the 3′ end, thus expanding the miRNA target repertoire (Yang et al. 2019).

In this study, we explore the TUT4/7-mediated regulation of miRNA variants. We find that TUT4/7 catalyze most of the miRNA uridylation in the prostate cancer cell line DU145 and the ovarian cancer cell line IGROV1. We report that the loss of uridylated isomiRs observed in the TUT4/7 catalytic knockouts (TUT4/7 cKOs) results in a simultaneous gain of adenylated counterparts for specific miRNAs, and that this compensation is not a general phenomenon for all miRNAs. We present examples of miRNAs with no change in expression levels despite a complete switch in isomiR populations. In addition, we identify cell-line or cell-type-dependent and -independent clusters of miRNAs that are deregulated upon TUT4/7 loss. Along with changes in isomiR population and miRNA abundances, we also observe overall slower growth rate and cell-type-specific defects in cell migration in the TUT4/7 cKOs. We also identify specific miRNAs such as miR-200c-3p and miR-141-3p to be regulated by TUT4/7 in a cell-line-specific manner. As miRNAs are increasingly being identified as cancer biomarkers and their expression and sequence profiles can distinguish between normal and tumor tissues (Lu et al. 2005), existence of such competing isomiR populations and TUT4/7-mediated cell-type-specific regulatory networks that control their expression levels hold clues to cancer progression. Thus, our findings provide a new avenue for the development of anticancer therapeutics as well as highlighting the importance of further investigations for the cell-type-specific roles of TUT4/7 in cancer and the underlying isomiR biology.

## RESULTS

### The viable double knockouts of full-length TUT4 and TUT7 show cell-type-specific phenotypes

The RNA uridyl transferases TUT4 and TUT7 are broadly expressed in a diverse range of cell types. This study focuses on the prostate cancer cell line DU145 and the ovarian cancer cell line IGROV1, as both cell lines have been previously reported to show reduced cell proliferation and tumor growth in xenograft models upon TUT4 transcript depletion via siRNAs or shRNAs (Piskounova et al. 2011; Fu et al. 2014). To understand the role of TUT4/7-mediated RNA uridylation in tumorigenesis, we generated double mutants of TUT4 and TUT7 in both cell lines by targeting exon 12 for *TUT4* and exon 14 for *TUT7* upstream of the catalytic domain encoding exon (exon 16 for both TUT4 and TUT7). Western blots probing for TUT4 and TUT7 show that both proteins are endogenously expressed at detectable levels in wild-type cells but are depleted in two independent double mutant clones of both cell lines (Fig. 1A–D), indicating that our CRISPR/Cas9 gene-editing strategy was successful. Contrary to a previous study in cervical-derived HeLa cells, which concluded that the functional activity of both TUT4 and TUT7 is vital for cell viability (Lim et al. 2014), our data show that TUT4 and TUT7 are not required for viability in the prostate cancer cell line DU145 and the ovarian cancer cell line IGROV1. This suggests that the severity of cellular phenotypes upon TUT4/7 loss may be cell-line or tumor specific.

**FIGURE 1.**
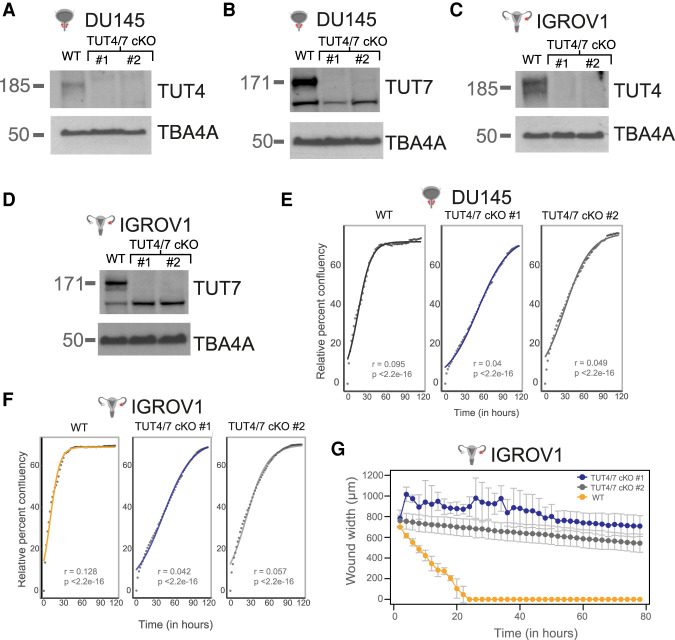
Loss of full-length TUT4 and TUT7 in the TUT4/7 double mutants has a negative impact on cancer cell properties. Molecular masses of TUT4, TUT7, and the loading control α-tubulin (TBA4A) are 185, 171, and 50 kDa, respectively. (*A*,*B*) Western blot images of TUT4 (*A*) and TUT7 (*B*) in independent TUT4/7 double-mutant (cKO) clones (TUT4/7 cKO #1 and TUT4/7 cKO #2) of DU145 (*n* = 3). (*C*,*D*) Western blot images of TUT4 (*C*) and TUT7 (*D*) in independent TUT4/7 double-mutant (cKO) clones (TUT4/7 cKO #1 and TUT4/7 cKO #2) of IGROV1 (*n* = 3). (*E*,*F*) Quantitative cell proliferation assay at 2-h intervals using the Incucyte systems. Solid line indicates curve fitted to the logistic equation with *r* as the growth rate and *p* as the *P*-value of *r*. WT is the control for DU145 (*E*) and IGROV1 (*F*). TUT4/7 cKO #1 and TUT4/7 cKO #2 are the TUT4/7 double mutants. The *y*-axis represents relative percent confluency while the *x*-axis denotes time in hours (*n* = 2). (*G*) Quantitative wound healing assays with measurements at 2-h intervals. The *y*-axis denotes the wound width in µm and the *x*-axis represents time in hours. Cell line = IGROV1. WT is the control IGROV1 cell line. TUT4/7 cKO #1 and TUT4/7 cKO #2 are the TUT4/7 double mutants (*n* = 2).

As the TUT4/7 double mutants of DU145 and IGROV1 were viable, we examined the TUT4/7 double mutants for possible defects in cancer cell properties such as cell proliferation, wound healing, and cell migration. We scored for defects in cell proliferation using qualitative colony formation assays followed by Crystal Violet staining and quantitative cell proliferation assays for relative confluency using live-cell imaging at 2-h intervals. Defects in wound healing were also quantified by live-cell imaging at regular intervals after the introduction of a scratch in a >90% confluent well. Impaired cell migration was assessed using transwell migration assays followed by Crystal Violet staining. Compared to the wild-type cells, the TUT4/7 double mutants of DU145 and IGROV1 show a slower cell growth phenotype (Fig. 1E,F; Supplemental Fig. S1A,B). However, the IGROV1 double mutants of TUT4 and TUT7 also show a defect in wound healing unlike the DU145 TUT4/7 double mutants (Fig. 1G; Supplemental Fig. S1C,D). Brightfield images at the start point (day 0) and end point (day 3) of scratch assays show that in the wild-type control, the wound width is reduced to 0 at approximately the 20-h time point, whereas the IGROV1 TUT4/7 double mutants fail to reform the cell monolayer at the end point of the assay (Fig. 1G; Supplemental Fig. S1D).

To investigate whether the defect in wound healing is due to a cell migration defect and hence decoupled from the slow cell growth phenotype, we performed transwell migration assays. Both clones of DU145 TUT4/7 mutants do not show any drastic defect in migration (Supplemental Fig. S1E), while IGROV1 TUT4/7 mutants show slower cell migration compared to wild-type (Supplemental Fig. S1F). Note that cell migration is higher in the metastatic-site-derived DU145 cancer cell line than the ovarian cancer cell line IGROV1 derived from stage III primary solid tumors (Supplemental Fig. S1E,F). Therefore, our results suggest that the loss of the full-length TUT4/7 have negative consequences for cancer cell properties and the severity may depend on the cancer cell line or the stage of cancer progression.

### Loss of full-length TUT4 and TUT7 results in a significant reduction of uridylated miRNAs

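Small RNA was sequenced from DU145, a prostate cancer cell line, and IGROV1, an ovarian cancer cell line. Each line was sequenced as wild-type cells and as 2 independent TUT4/7 double mutant clones, TUT4/7 cKO #1 and TUT4/7 cKO #2. LIN28A OE DU145, a DU145 derivative that overexpresses LIN28A, was sequenced in the same groups. Each group holds 4 libraries, taken here as serial passages, which gives 12 libraries per line and 36 in all. The 8 mutant libraries of a line therefore come from 2 clones, and the spread between replicates of 1 clone does not include differences between clones. For cKO #2 of DU145 and both mutants of IGROV1, the labels do not settle whether the replicates are passages or subclones. The authors trimmed adapters and the random bases at both read ends, called modifications with Chimira, and deposited raw counts of reads per miRNA and modification pattern, without normalization. They also deposited raw counts per mature miRNA from miRDeep2 with hg38. The paper's text does not name the miRBase release. The modification counts of wild-type DU145 libraries summed to 6427096 to 8872144 (median 8005064) miRNA reads per library. In the DU145 mutants the sums were 8240867 to 10779049 (median 9255553) for cKO #1 and 6214144 to 10204987 (median 6875013) for cKO #2. For IGROV1 they were 8829819 to 13265824 (median 10869898) in wild-type cells. In the IGROV1 mutants they were 5707942 to 12203629 (median 8344742) for cKO #1 and 6843290 to 12192019 (median 10209994) for cKO #2. From these counts, the isomiR percentage of a miRNA was taken as its reads with a given nontemplated addition over all its reads in that library. The mean isomiR percentage averages it over the miRNAs with at least 10 reads in the library. The weighted percentage divides all reads with the addition by all miRNA reads, so that abundant miRNAs count more. Wild-type and mutant libraries were compared by a two-sided exact permutation test over all splits of the 12 libraries of a line into 4 and 8, which cannot give a p below 0.00404. Over the 3 lines and 10 measures, 30 such tests were adjusted together by the Benjamini-Hochberg method. In the smallest library, IGROV1 cKO #1 replicate 4 with 5707942 reads, the weighted percentage of mono-U was 0.322%, with a Wilson 95% interval from 0.318% to 0.327%. Such an interval covers counting error only.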

To assess the impact of TUT4/7 loss on miRNA populations, we performed small RNA sequencing and explored the modification profile of mature miRNAs. Using Chimira (version 2018; Vitsios and Enright 2015), we first investigated the distribution of miRNA reads with terminal modifications (nontemplated additions, i.e., NTA), A-to-I editing, SNPs, or no modifications in wild-type cells and found that, overall, A-to-I editing and SNPs constituted a small fraction of the total population (<0.2%) (Supplemental Fig. S2A). 

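In the deposited modification counts, reads with an internal base change, the class that holds A-to-I editing and SNPs, were counted against all miRNA reads of a library. They made up 0.278% ± 0.0337 (SD, n = 4) of the reads in wild-type DU145 and 0.195% ± 0.0271 (SD, n = 4) in wild-type IGROV1. Across all 36 small RNA libraries this share stayed between 0.157% and 0.373%.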

NTA averaged at ∼7% and ∼12% of the total miRNA reads for IGROV1 and DU145, respectively (Supplemental Fig. S2). 

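Reads with nontemplated 3′ additions of any kind amounted to 6.26% ± 0.147 (SD, n = 4) of all miRNA reads in wild-type IGROV1 and to 11.1% ± 0.412 (SD, n = 4) in wild-type DU145. Every DU145 library lay above every IGROV1 library, with ranges of 10.7% to 11.7% and 6.06% to 6.39%.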

The majority of the reads (∼88% for DU145 and ∼93% for IGROV1) belonged to unmodified miRNA variants (Supplemental Fig. S2), which contain canonical miRNAs (exactly matching the mature miRNA template), 3′ trimmed isomiRs (with only the 5′ end matching to the mature miRNA template), 3′ extended isomiRs (no 5′ variation but templated extension in the 3′ end), 5′ trimmed isomiRs (no 5′ variation), 5′ extended isomiRs (no 3′ variation but templated extension in the 5′ end), and multilength variants (both the 5′ and 3′ ends differ from the canonical mature miRNA) (Barturen et al. 2014).

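Unmodified reads made up 88.3% ± 0.445 (SD, n = 4) of the miRNA reads in wild-type DU145 and 93.2% ± 0.181 (SD, n = 4) in wild-type IGROV1. The deposited counts join canonical, trimmed and extended templated reads in this class, so the isomiR types within it were not analysed here.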

Using sRNAbench (Barturen et al. 2014), we explored the distribution of the aforementioned isomiR variants in the two wild-type cell lines. Both canonical miRNAs (exact) and the 3′ extended isomiRs (lv3pE) constitute the highest fraction with each type occupying ∼36%–38% of the total miRNA reads (Supplemental Fig. S2B). Approximately 8% of the total miRNA population is comprised of the 3′ trimmed isomiRs (lv3pT) (Supplemental Fig. S2B). 5′ extended isomiRs (lv5pE) constitute the lowest fraction (∼0.3%–0.6%) of the unmodified pool (Supplemental Fig. S2B). This fraction is followed by 5′ trimmed isomiRs (lv5pT) and multilength variants (mv) that constitute ∼2%–4% of the total miRNA reads (Supplemental Fig. S2B). Reads with NTA fall in the remaining fraction (others), which is ∼10% and ∼13% of the total miRNA reads in IGROV1 and DU145, respectively (Supplemental Fig. S2B).

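Among the wild-type DU145 reads of miRNAs named for an arm, nontemplated 3′ additions were carried by 16.9% ± 0.258 (SD, n = 4) of the 3p reads and 9.55% ± 0.421 (SD, n = 4) of the 5p reads. In wild-type IGROV1 these weighted percentages were 12.2% ± 0.539 (SD, n = 4) and 3.77% ± 0.0376 (SD, n = 4). The 3p value was the higher one in 4 of 4 libraries of each line, by 7.01 to 7.92 percentage points in DU145 and 7.73 to 9.10 in IGROV1. Averaged over miRNAs instead of reads, the difference between the arms was smaller, with means of 5.02 and 6.42 percentage points.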

We found the 3p mature miRNAs to be more frequently modified than the 5p mature miRNAs in the two cell lines, potentially because of the preexisting 3′ modifications of the precursor hairpins, which also undergo 3′ base additions before DICER processing. For example, TUT4/7 target pre-miRNAs, such as the pre-let-7s, for terminal uridylation (Heo et al. 2012; Kim et al. 2015). 

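In wild-type DU145, 656 mature miRNAs had a mean of at least 10 reads per library, of which 248 were 3p and 252 were 5p. Nontemplated additions on at least 1% of the reads were found for 235 of these 3p miRNAs, which is 35.8% of all detected miRNAs. In wild-type IGROV1, 258 of 278 3p miRNAs passed the same limit, or 35.1% of the 736 detected. The 5p miRNAs past it numbered 229 in DU145 and 252 in IGROV1. A limit of 10% of the reads set the arms further apart. It was passed by 63.7% of the 3p and 53.2% of the 5p miRNAs in DU145, and by 60.1% and 44.2% in IGROV1.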

Approximately 27% and 29% of the total number of miRNAs have 3p modified isomiRs in the DU145 and IGROV1 cell lines (Supplemental Fig. S2C). Both the cell lines share a high number of unmodified (overlap = 399) and modified (overlap = 167) 3p miRNAs (Supplemental Fig. S2D).

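A mean of at least 10 reads in the wild-type libraries of both lines was reached by 220 3p miRNAs, and 201 of them carried nontemplated additions on at least 1% of their reads in both lines. The median share of reads with additions per 3p miRNA was 15.8% in DU145 and 14.1% in IGROV1.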

Next, we explored which one of the nontemplated base additions (A, U, G, or C) is predominantly observed on miRNA 3′ ends. On average, miRNAs with nontemplated G and C additions constitute <0.4% of the total miRNA population (Fig. 2A). 

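Reads that ended in nontemplated C of any length made up 0.384% ± 0.0724 (SD, n = 4) of all miRNA reads in wild-type DU145 and 0.0698% ± 0.00417 (SD, n = 4) in wild-type IGROV1. For nontemplated G the shares were 0.235% ± 0.00713 (SD, n = 4) in DU145 and 0.0954% ± 0.00602 (SD, n = 4) in IGROV1.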

Nontemplated A additions represent the highest fraction of all base additions (∼8.6% for DU145 and ∼4.9% for IGROV1), followed by nontemplated U additions or terminal uridylation (∼2.7% for DU145 and ∼4.2% for IGROV1) (Fig. 2A).

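Nontemplated A of any length was found on 7.72% ± 0.392 (SD, n = 4) of all miRNA reads in wild-type DU145, and nontemplated U of any length on 1.87% ± 0.101 (SD, n = 4). In wild-type IGROV1, A was found on 3.11% ± 0.0661 (SD, n = 4) of the reads and U on 2.45% ± 0.146 (SD, n = 4). A exceeded U in every wild-type library of both lines. In IGROV1, where they lie closer, A ranged from 3.01% to 3.16% and U from 2.29% to 2.63%. A single miRNA weighs on these shares, since miR-21-5p alone supplied 55.6% of the miRNA reads of DU145 and 12.6% of those of IGROV1.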

**FIGURE 2.**
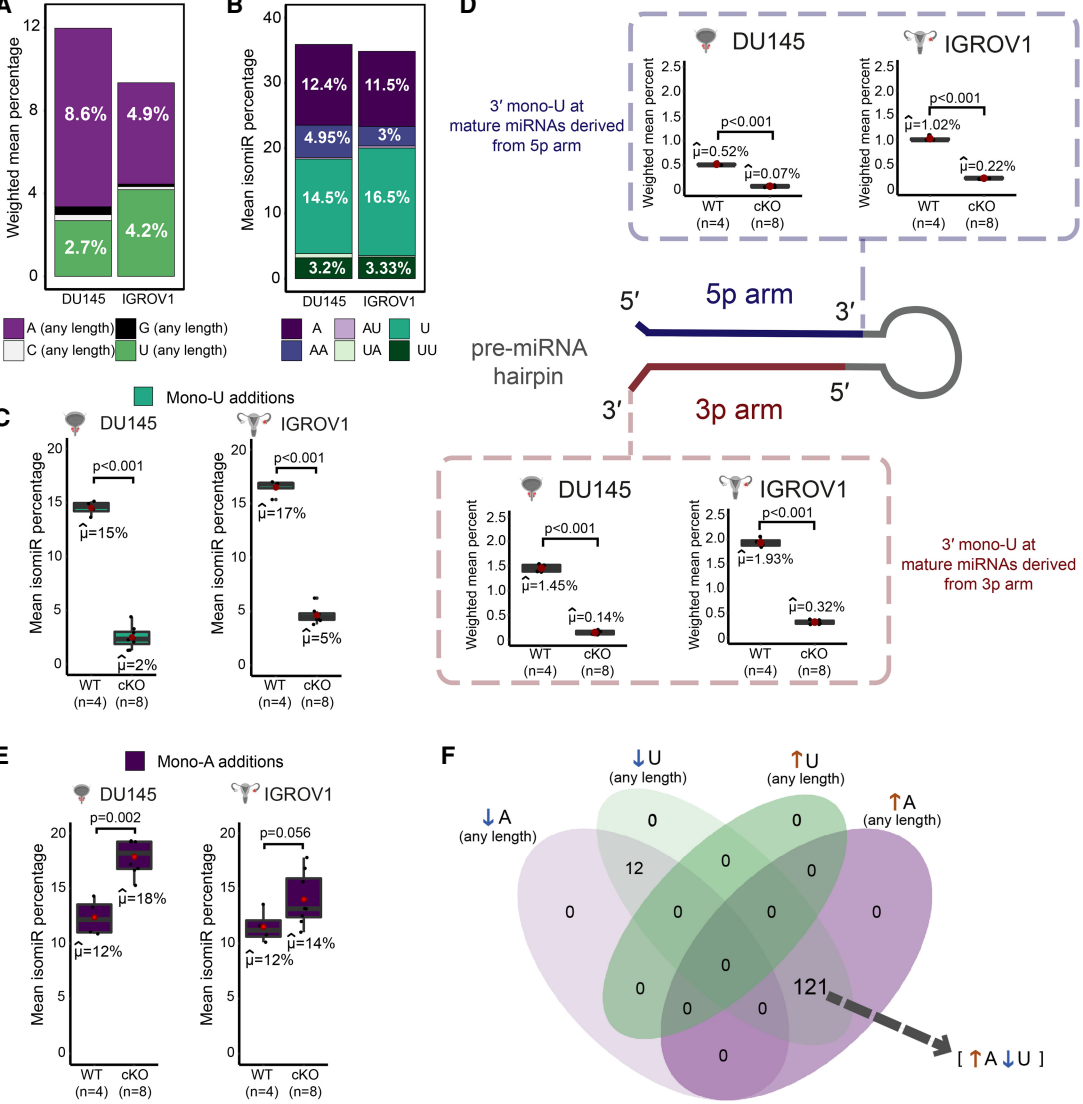
Impact of TUT4/7 loss on proportion of terminally modified miRNA variants. (*A*) “A (any length)”, “C (any length)”, “G (any length)”, and “U (any length)” are nontemplated additions of A, C, G, or U, respectively, with length 1 (in the case of mono additions) to the longest chain of homopolymeric tail detected at the end of an miRNA. (*B*) The NTA types displayed are mono-A additions (A), di-A additions (AA), mono-A addition followed by a mono-U additions (AU), mono-U additions (U), mono-U additions followed by a mono-A additions (UA), and di-U additions (UU). (*C*) Mono-U additions in the wild-type control (WT; *n* = 4) and TUT4/7 double mutants (cKO; *n* = 8) of DU145 and IGROV1. µ cap denotes the mean and *P*-value is indicated by p. (*D*) Mono-U additions at 3p and 5p mature miRNAs in the wild-type control (WT; *n* = 4) and TUT4/7 double mutants (cKO; *n* = 8) of DU145 and IGROV1. µ cap denotes the mean and *P*-value is indicated by p. (*E*) Mono-A additions in the wild-type control (WT; *n* = 4) and TUT4/7 double mutants (cKO; *n* = 8) of DU145 and IGROV1. µ cap denotes the mean and *P*-value is indicated by p. (*F*) Venn diagram showing overlap between miRNAs that show an overall decrease in adenylation (↓A), miRNAs with a decrease in uridylation (↓U), miRNAs with an increase in uridylation (↑U), and miRNAs with an increase in adenylation (↑A).

Within the nontemplated base modifications, we investigated the mono-A (A), di-A (AA), mono-U (U), di-U (UU), AU, and UA types of terminal additions as they were previously reported to be the most abundant 3′ base modifications (Li et al. 2012a,b). 

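In wild-type DU145, AU additions had a mean isomiR percentage of 0.704% ± 0.0719 (SD, n = 4) and UA additions one of 0.305% ± 0.0472 (SD, n = 4). The corresponding values in wild-type IGROV1 were 0.617% ± 0.0656 (SD, n = 4) for AU and 0.261% ± 0.0316 (SD, n = 4) for UA.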

We found AU and UA types of NTA to be the least frequent, with a mean isomiR percentage below 1% (Fig. 2B). Di-A (AA) and di-U (UU) types of NTA are observed at a frequency of ∼3%–5% (Fig. 2B). 

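Among the miRNAs with at least 10 reads, di-A had a mean isomiR percentage of 1.46% ± 0.0628 (SD, n = 4) in wild-type DU145 and 0.976% ± 0.0414 (SD, n = 4) in wild-type IGROV1. Di-U reached 0.803% ± 0.106 (SD, n = 4) in DU145 and 0.867% ± 0.0674 (SD, n = 4) in IGROV1.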

Single base additions of A and U are the most frequent types of nontemplated additions (Fig. 2B). Mono-uridylation displays a mean isomiR percent of 14.5% and 16.5% in both the DU145 and IGROV1 cell lines, a higher percentage than the one of mono-adenylation in the respective cell lines (Fig. 2B). Therefore, our data show that mono-uridylation and mono-adenylation are the most frequent types of nontemplated additions in the DU145 and IGROV1 cancer cell lines.

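The mean isomiR percentage of mono-U was 5.62% ± 0.134 (SD, n = 4) in wild-type DU145 and 5.91% ± 0.327 (SD, n = 4) in wild-type IGROV1. Mono-A averaged 5.71% ± 0.229 (SD, n = 4) in DU145, a difference from mono-U within the spread between libraries. In IGROV1, mono-A averaged 4.56% ± 0.0708 (SD, n = 4), and mono-U was higher than mono-A in each library, with a lowest mono-U value of 5.63% against a highest mono-A value of 4.65%.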

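Over the mutant libraries, the mean isomiR percentage of mono-U was 0.538% ± 0.162 (SD, n = 8) in DU145 and 1.50% ± 0.281 (SD, n = 8) in IGROV1. The wild-type value of the same line was higher by a factor of 10.5 in DU145 and 3.93 in IGROV1. In both lines 8 of 8 mutant libraries lay below every wild-type library (exact permutation test, p = 0.00404, adjusted p = 0.00505). This is the smallest p that the design allows. By clone, mono-U averaged 0.408% ± 0.0388 (SD, n = 4) in DU145 cKO #1 and 0.667% ± 0.125 (SD, n = 4) in DU145 cKO #2. It averaged 1.27% ± 0.185 (SD, n = 4) in IGROV1 cKO #1 and 1.73% ± 0.0944 (SD, n = 4) in IGROV1 cKO #2. Of the other settings tried, averaging only over miRNAs with at least 1 read with the addition, without the minimum of 10 reads, moved these differences most. That setting was chosen after the data were examined, and with it mono-U went from 14.6% ± 1.20 (SD, n = 4) to 3.62% ± 0.372 (SD, n = 8) in DU145 and from 14.8% ± 0.556 (SD, n = 4) to 5.88% ± 0.924 (SD, n = 8) in IGROV1.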

Loss of TUT4/7 results in a significant reduction of mono-U additions from isomiR percentages of 15% and 17% in the wild-type (WT) controls to 2% and 5% in the TUT4/7 DU145 and IGROV1 double mutants (Fig. 2C). Although mono-U additions are one of the dominant forms of terminal uridylation, the abundance of U additions of any length at the 3′ end of mature miRNAs is reduced in the TUT4/7 double mutants (Supplemental Fig. S2E). 

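Reads with nontemplated U of any length fell by 1.72 percentage points to 0.145% ± 0.0607 (SD, n = 8) of all miRNA reads in the DU145 mutants. In the IGROV1 mutants they fell by 2.07 percentage points to 0.383% ± 0.0463 (SD, n = 8). All 8 mutant libraries of each line were below all 4 wild-type libraries, for which the exact permutation test again gives its smallest p.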

The weighted mean ratio (ratio of number of reads with nontemplated U to the total number of reads) has a significant reduction in the TUT4/7 double mutants of DU145 and IGROV1 compared to the wild-type (Supplemental Fig. S2E). Therefore, this validates that we have generated loss of function mutants of catalytic TUT4/7.

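Weighted by reads, mono-U alone went from 1.62% ± 0.0913 (SD, n = 4) to 0.139% ± 0.0566 (SD, n = 8) in DU145 and from 2.21% ± 0.129 (SD, n = 4) to 0.368% ± 0.0446 (SD, n = 8) in IGROV1. The share of the wild-type value that was left was 8.55% in DU145 and 16.7% in IGROV1. Leaving the 5 most abundant miRNAs of a line out of the sums, which moved this measure most, gave a change of −3.10 percentage points in DU145 and −3.76 in IGROV1. From the loss of mono-U and of U additions of any length, the paper concludes that the clones are loss-of-function mutants of catalytic TUT4/7.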

Next, we explored whether TUT4/7 affect mono-U additions at the 3′ end of mature miRNAs derived from both the 3p and the 5p arm of the pre-miRNA hairpin and observed that the loss of TUT4/7 results in significant reduction of mono-U additions in the 3′ terminal end of both 3p and 5p mature miRNAs (Fig. 2D). As 5p miRNAs are uridylated, TUT4/7-mediated uridylation occurs on mature miRNAs post DICER processing. However, mature miRNAs derived from the 3p arm are mono-uridylated at a higher frequency than the mature miRNAs derived from the 5p arm (Fig. 2D). 

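In wild-type DU145, the weighted percentage of mono-U was higher on 3p than on 5p miRNAs in 4 of 4 libraries, by 5.54 to 5.93 percentage points. In wild-type IGROV1 the difference was 5.87 to 6.85 percentage points, again in 4 of 4 libraries. Each percentage was taken over the reads of its own arm. Averaged over miRNAs, mono-U was higher on the 3p arm by 4.82 percentage points in DU145 and 5.53 in IGROV1.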

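Mono-uridylated reads went from 6.17% ± 0.188 (SD, n = 4) to 0.409% ± 0.188 (SD, n = 8) of the 3p reads in DU145. In IGROV1 they went from 6.67% ± 0.441 (SD, n = 4) to 0.848% ± 0.102 (SD, n = 8). The exact permutation test gives p = 0.00404 for each line (adjusted p = 0.00505), with 8 of 8 mutant libraries below every wild-type library. Taken over all miRNA reads instead of the reads of the 3p arm, a setting chosen after the data were examined, the change was −1.14 percentage points in DU145 and −1.57 in IGROV1.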

3p mature miRNAs show a significant reduction in mono-uridylation from 1.45% and 1.93% of weighted mean in the wild-type controls to 0.14% and 0.32% in the TUT4/7 double mutants of DU145 and IGROV1, respectively (Fig. 2D). In comparison to 3p mature miRNAs, 5p mature miRNAs are mono-uridylated at a lower mean frequency of 0.52% and 1.02% in the wild-type control, which significantly reduces to 0.07% and 0.22% in the TUT4/7 double mutants of DU145 and IGROV1, respectively (Fig. 2D). Therefore, mono-uridylation at the 3′ terminal end of 3p mature miRNAs is affected more than on 5p miRNAs upon TUT4/7 loss. However, overall terminal uridylation of any length at the 3′ end of mature miRNAs decreases significantly in the TUT4/7 double mutants of both DU145 and IGROV1.

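On 5p miRNAs, mono-U was found on 0.457% ± 0.0248 (SD, n = 4) of the reads in wild-type DU145 and 0.0597% ± 0.0202 (SD, n = 8) in the mutants. In IGROV1 the 5p share went from 0.420% ± 0.0158 (SD, n = 4) to 0.109% ± 0.00762 (SD, n = 8). No mutant library reached the lowest wild-type library in either line (exact permutation test, p = 0.00404). Because 5p miRNAs are uridylated as well, the paper reasons that TUT4/7 act on mature miRNAs after DICER processing.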

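As ratios of the group means, the mutants kept 6.63% of the wild-type mono-U on 3p miRNAs and 13.1% of that on 5p miRNAs in DU145. In IGROV1 they kept 12.7% on 3p and 25.9% on 5p miRNAs. The wild-type value exceeded the mutant value by a factor of 15.1 on 3p and 7.65 on 5p miRNAs in DU145, and by 7.86 and 3.86 in IGROV1. Whether these factors differ between the arms was not tested. From the higher mono-uridylation of 3p miRNAs in wild-type cells and its fall in the mutants, the paper concludes that 3p miRNAs are affected more than 5p miRNAs.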

### Decrease in uridylated isomiRs leads to a simultaneous gain in adenylated counterparts

It has previously been noted that there is an increase in the adenylated proportions of specific miRNAs upon the loss of TUT4/7 (Thornton et al. 2014; Yang et al. 2019; Kim et al. 2020). For example, adenylated reads for miR-324-3p simultaneously increase with loss of uridylated reads in TUT4/7 double knockouts of mouse cells (bone marrow, embryonic fibroblast, embryonic stem cell, and liver) (Kim et al. 2020). In addition, ectopic expression of miR-27a-3p in TUT4/7 double knockouts and wild-type control of HEK293T show that the uridylated fraction of ectopically expressed miR-27a reduces ∼2.5-fold with a concomitant ∼2.3-fold increase of adenylated reads for ectopic miR-27a-3p (Yang et al. 2019). Furthermore, mono-adenylation at 19 predicted targets of TUT4/7, which are all derived from 5p pre-miRNA arms, simultaneously increases upon TUT4/7 depletion and loss of mono-uridylation in the cervical cancer cell line HeLa (Thornton et al. 2014). In line with these previous observations, we observe a concurrent and significant global increase in mono-adenylation with the loss of mono-uridylation in the TUT4/7 double mutants of DU145 and IGROV1 (Fig. 2E). The mean isomiR percentage of mono-adenylation increased from ∼12% in the wild-type controls to ∼18% and ∼14% in the TUT4/7 double mutants of DU145 and IGROV1, respectively (Fig. 2E). This increase in terminal adenylation of mature miRNAs was not limited to the mono-adenylation type of nontemplated A additions, but mature miRNA reads with A additions of any length increased in all the TUT4/7 double mutants (Supplemental Fig. S2F). 

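The mean isomiR percentage of mono-A in the mutants was 8.39% ± 0.537 (SD, n = 8) in DU145, 2.68 percentage points above the wild-type mean. In IGROV1 it was 5.95% ± 0.312 (SD, n = 8), a rise of 1.39 percentage points. Each of the 8 mutant libraries lay above each of the 4 wild-type libraries in both lines (exact permutation test, p = 0.00404, adjusted p = 0.00505). The rise was larger in cKO #1 than in cKO #2, at 3.12 against 2.23 percentage points in DU145 and 1.64 against 1.14 in IGROV1.

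**Figure D1:**
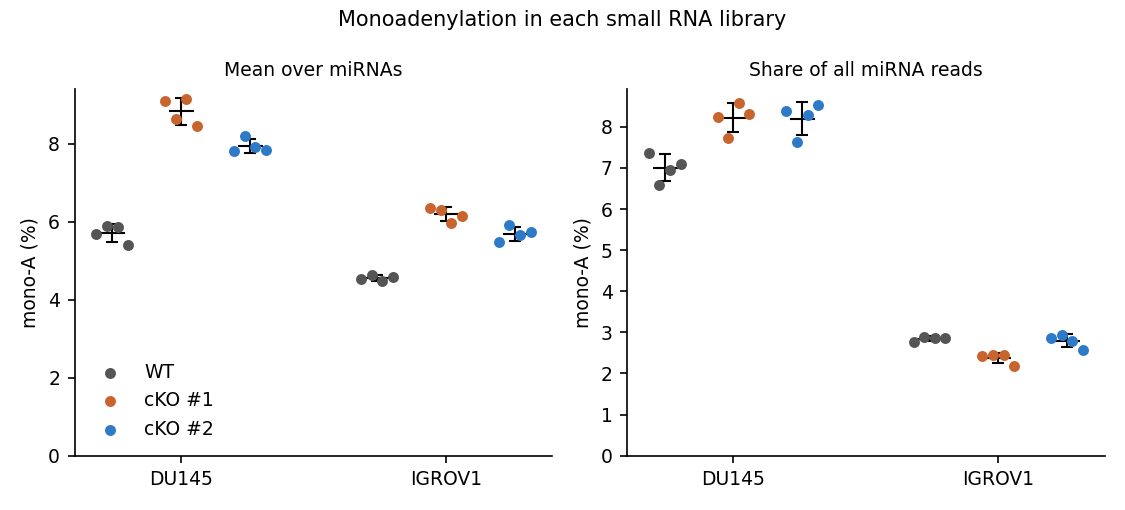
Mean isomiR percentage of mono-A (y axis, percent) in each small RNA library, by cell line and group (x axis; WT, cKO #1 and cKO #2). Points are libraries and bars are the mean ± SD of 4 libraries; in DU145 the wild-type libraries lie between 5.40% and 5.89% and the mutant libraries between 7.82% and 9.15%.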

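Reads with A additions of any length made up 9.33% ± 0.416 (SD, n = 8) of all miRNA reads in the DU145 mutants, 1.60 percentage points above wild type (exact permutation test, p = 0.00404; higher in 8 of 8 libraries). In the IGROV1 mutants they made up 2.91% ± 0.315 (SD, n = 8), 0.195 percentage points below wild type (a change of −0.195; exact permutation test, p = 0.251, adjusted p = 0.273). Of the IGROV1 mutant libraries, 3 lay above every wild-type library and 5 below. The IGROV1 change had the opposite sign without the 5 most abundant miRNAs, at 0.474 percentage points, and in cKO #2 compared alone, at 0.0524. Without those 5 miRNAs, every mutant library (lowest 3.82%) lay above every wild-type library (highest 3.74%).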

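The log2 change of the mean isomiR percentage of mono-A between wild-type cells and mutants was 0.55 in DU145 and 0.38 in IGROV1. The difference between the lines was −0.17 (permutation of the lines' labels within each genotype, 900900 permutations, p = 0.00726, adjusted p = 0.0145 over 20 such comparisons). This test was chosen after the data were examined.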

The increase in adenylated isomiRs was higher in the DU145 TUT4/7 mutants compared to IGROV1 TUT4/7 mutants (Fig. 2E). In contrast to mono-uridylation, mono-adenylation frequency is higher at the terminal ends of 5p mature miRNA compared to 3p mature miRNA (Supplemental Fig. S2G). 

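In wild-type DU145, mono-A was found on 7.34% ± 0.413 (SD, n = 4) of the 5p reads and 5.89% ± 0.113 (SD, n = 4) of the 3p reads, and the 5p share was higher in 4 of 4 libraries. In wild-type IGROV1, mono-A was found on 2.77% ± 0.0634 (SD, n = 4) of the 5p reads and 3.09% ± 0.101 (SD, n = 4) of the 3p reads, and the 3p share was higher in 4 of 4 libraries. Without the 5 most abundant miRNAs, mono-A in wild-type DU145 was higher on 3p reads in 4 of 4 libraries (5.28% to 5.74%) than on 5p reads (4.35% to 4.63%). Averaged over miRNAs, the 3p value minus the 5p value was −0.0999 percentage points in wild-type DU145 (−0.417 to 0.246), and 3p was higher in 1 of 4 libraries. In wild-type IGROV1 that difference was 0.338 percentage points (−0.118 to 0.759), with 3p higher in 3 of 4 libraries.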

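In the DU145 mutants, mono-adenylated reads reached 8.27% ± 0.470 (SD, n = 8) on 5p miRNAs and 8.12% ± 0.663 (SD, n = 8) on 3p miRNAs. On 5p miRNAs, 6 of 8 mutant libraries lay above every wild-type library (exact permutation test, p = 0.0202, adjusted p = 0.0242). On 3p miRNAs all 8 did (exact permutation test, p = 0.00404, adjusted p = 0.00505). The 5p rise no longer passed an adjusted p of 0.05 when either clone was compared with wild type alone, where it was 0.773 percentage points for cKO #1 and 1.09 for cKO #2.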

Mono-adenylation at the 3′ end increased consistently and significantly for both 5p and 3p mature miRNA in the DU145 TUT4/7 mutants relative to the wild-type control (Supplemental Fig. S2G). However, this increase in mono-adenylated isomiRs was observed only in mature miRNA derived from the 3p arm in the TUT4/7 double mutants of IGROV1 compared to the wild-type (Supplemental Fig. S2G). 

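In the IGROV1 mutants, mono-adenylated 3p reads reached 3.54% ± 0.224 (SD, n = 8), above the wild-type range in 8 of 8 libraries. On 5p miRNAs the share was 2.11% ± 0.357 (SD, n = 8), a change of −0.658 percentage points, and all 8 mutant libraries lay below every wild-type library (exact permutation test, p = 0.00404, adjusted p = 0.00505). Without the 5 most abundant miRNAs of IGROV1, the 5p change was 0.213 percentage points.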

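RNA levels of the enzymes that act on adenylated miRNAs were taken from mRNA sequencing of the same lines and clones, with 4 libraries per group and raw counts per gene. CPM are counts scaled to 1e6 per library after TMM normalization. TUT2, listed as PAPD4 in the deposited counts, had 57.0 ± 5.49 CPM (SD, n = 4) in wild-type DU145, and its log2 fold change in the mutants was −0.01 (standard error 0.16, adjusted p = 0.966 from edgeR's quasi-likelihood test), with the opposite sign under library-size scaling. In IGROV1 it had 45.0 ± 4.47 CPM (SD, n = 4) in wild-type cells and a log2 fold change of −0.57 (standard error 0.23, adjusted p = 0.0774, edgeR). PARN changed by 0.21 on the log2 scale in DU145 (standard error 0.09, adjusted p = 0.126, edgeR) and by −0.20 in IGROV1 (standard error 0.24, adjusted p = 0.550, edgeR). The IGROV1 clones differed for PARN, with 82.5 ± 6.41 CPM (SD, n = 4) in wild-type cells, 94.6 ± 7.62 in cKO #1 and 48.6 ± 2.87 in cKO #2. Of the other adenylating enzymes, TENT4B, listed as PAPD5, fell in DU145, where its log2 fold change was −0.71 (adjusted p = 0.00744, edgeR). With library-size scaling in place of TMM normalization, its adjusted p of 0.0246 (edgeR) no longer passed the threshold of 0.01.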

Although there is an increase in mono-adenylation frequency, TUT2, which catalyzes A additions, and the exonuclease PARN, which acts on miRNAs with A addition, do not significantly deregulate at the RNA level (Supplemental Fig. S2H).

Out of the 167 overlapping modified 3p miRNAs between DU145 and IGROV1 wild-type cells (Supplemental Fig. S2D), 133 miRNAs had at least 1% terminal nontemplated additions. 

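For the comparison of wild-type cells and mutants, a mean of at least 10 reads was also required in the mutants of both lines. This left 190 3p miRNAs with nontemplated additions on at least 1% of the reads in wild-type DU145 and wild-type IGROV1.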

In the TUT4/7 mutants of DU145 and IGROV1, we observed an increase in adenylated isomiRs coupled with a decrease in their uridylated counterparts in 121 miRNAs out of the 133 (Fig. 2F). 

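Of the 190 eligible 3p miRNAs, 130 (68.4%) had a higher mean percentage of A additions of any length and a lower one of U additions in the mutants of both lines. U additions fell in both lines for 173 of them and A additions rose in both for 139. The count uses directions only, without a test for each miRNA. When 299 miRNAs were simulated, 99 of them without a change, 35 of the 99 were found with more A and less U. Among 100 splits of the real libraries, a test chosen after the data were examined, only the real split gave as many as 130. The other splits had a median of 4 and a largest count of 97. With a minimum mean of 100 reads instead of 10, 77 of 105 eligible 3p miRNAs (73.3%) met the criteria in both lines, the largest move of the count among the settings tried.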

The miRNAs, let-7b-3p, let-7f-1-3p, let-7i-3p, miR-98-3p, miR-324-3p, miR-760, and miR-5001-3p gain adenylated isomiRs (miRNA reads with A additions of any length) by at least fivefold upon the loss of their uridylated counterparts (miRNA reads with U additions of any length) (Fig. 3A).

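The percentage of reads with A additions of any length rose most for let-7i-3p, from 4.38% ± 1.41 (SD, n = 4) to 77.1% ± 1.90 (SD, n = 8) in DU145, 17.6-fold, and 21.3-fold in IGROV1. For let-7b-3p the rise was 8.47-fold in DU145 and 15.1-fold in IGROV1. It was 8.14-fold and 6.63-fold for let-7f-1-3p, 12.4-fold and 11.6-fold for miR-98-3p, and 9.82-fold and 9.38-fold for miR-5001-3p. The rise of miR-324-3p was 3.07-fold in DU145 and 5.31-fold in IGROV1, and that of miR-760 3.89-fold and 2.68-fold. Each of these rises had all 8 mutant libraries above every wild-type library (exact permutation test, p = 0.00404), except in IGROV1, where let-7f-1-3p had 7 and miR-98-3p 6. Among the eligible 3p miRNAs, 6 rose at least 5-fold in both lines, of which let-7d-3p is the one not named in the paper's list. The U percentages fell at the same time, to 1.01% ± 0.706 (SD, n = 8) for let-7b-3p in DU145 and 16.0% ± 15.8 (SD, n = 8) in IGROV1. In IGROV1 this loss was larger in cKO #1, with 1.47% ± 0.907 (SD, n = 4) uridylated let-7b-3p, than in cKO #2, with 30.5% ± 3.84 (SD, n = 4). For miR-98-3p, U additions stayed on 79.2% ± 3.32 (SD, n = 4) of the reads in IGROV1 cKO #2.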

**FIGURE 3.**
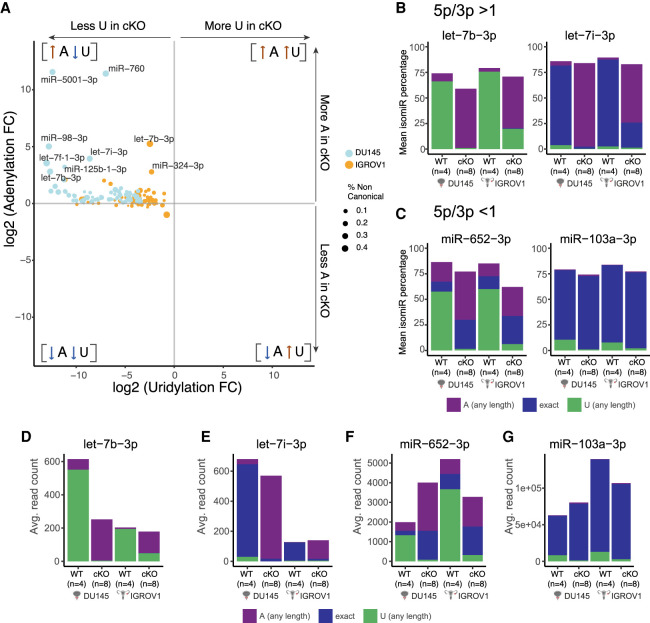
TUT4/7-dependent miRNAs gain adenylation upon loss of uridylation. (*A*) The 133 miRNAs out of the 167 overlapping modified miRNAs in DU145 and IGROV1 are depicted, and each miRNA has a terminal modification frequency of at least >1%. Fold change is calculated in the TUT4/7 double mutants compared to the wild-type control. The *x*-axis denotes logarithmic (base 2) fold-change in uridylation while the *y*-axis displays logarithmic (base 2) fold-change in adenylation in cKO versus WT. The miRNAs specific to IGROV1 are depicted in yellow and miRNAs specific to DU145 are displayed in blue. The labeled miRNAs are the ones with at least fivefold increase in adenylation. (*B*) The *y*-axis indicates mean isomiR percentage. Both let-7b and let-7i have a higher 5p mature miRNA abundance compared to the 3p mature miRNA abundance, that is, a 5p/3p ratio of >1. Proportion of canonical, adenylated, and uridylated isomiRs of let-7b-3p and let-7i-3p is displayed. (*C*) Proportion of canonical, adenylated, and uridylated isomiRs of miR-652-3p and miR-103a-3p with 5p/3p < 1 is displayed. (*D*–*G*) Abundances of 3p mature miRNAs of let-7b-3p (*D*), let-7i-3p (*E*), miR-652-3p (*F*), and miR-103a-2 (*G*) in the WT controls of DU145 and IGROV1 with their corresponding TUT4/7 double mutants (catalytic knockouts) represented by cKOs.

Next, we investigated whether NTA modifications are preferentially added to either the 5p or 3p mature sequences of a specific miRNA to mark it for degradation. 

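The hairpins of let-7b (chromosome 22, 46113686 to 46113768, plus strand, GRCh38) and let-7i (chromosome 12, 62603686 to 62603769, plus strand) give more 5p than 3p reads. The log2 ratio of 5p to 3p reads of let-7b was 4.22 ± 0.19 (SD, n = 4) in wild-type DU145 and 4.00 ± 0.13 (SD, n = 4) in wild-type IGROV1. For let-7i it was 6.91 ± 0.17 (SD, n = 4) and 6.50 ± 0.20 (SD, n = 4).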

In our data, let-7b-5p and let-7i-5p are higher in abundance than let-7b-3p and let-7i-3p, respectively, with a ratio of 5p/3p > 1. Both the 3p mature miRNAs of let-7b and let-7i have a higher proportion of modified isomiRs than the 5p miRNAs (Fig. 3B,D,E; Supplemental Fig. S3A,B). 

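Nontemplated additions were found on 67.1% ± 2.49 (SD, n = 4) of the let-7b-3p reads and 28.7% ± 1.01 (SD, n = 4) of the let-7b-5p reads in wild-type DU145, and on 75.6% ± 6.11 (SD, n = 4) and 22.5% ± 1.31 (SD, n = 4) in wild-type IGROV1. For let-7i, the 3p share was 9.06% ± 1.24 (SD, n = 4) and the 5p share 16.6% ± 0.315 (SD, n = 4) in wild-type DU145. In wild-type IGROV1 these shares were 6.10% ± 2.07 (SD, n = 4) and 10.1% ± 0.786 (SD, n = 4). In the mutants, additions were found on 82.3% ± 1.66 (SD, n = 8) of the let-7i-3p reads in DU145 and 63.3% ± 21.3 (SD, n = 8) in IGROV1, against 14.5% ± 2.37 (SD, n = 8) and 9.34% ± 0.378 (SD, n = 8) of the let-7i-5p reads.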

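Unmodified reads of let-7i-3p made up 90.3% ± 1.34 (SD, n = 4) of its reads in wild-type DU145 and 92.4% ± 1.91 (SD, n = 4) in wild-type IGROV1. In the mutants they made up 17.1% ± 1.72 (SD, n = 8) in DU145, where adenylated reads made up most of the others. Over the mutants of IGROV1, adenylated reads averaged 50.3% ± 20.7 (SD, n = 8). The IGROV1 clones differed. In cKO #1, 69.3% ± 4.02 (SD, n = 4) of the let-7i-3p reads were adenylated and 17.6% ± 2.11 (SD, n = 4) unmodified, and in cKO #2 31.2% ± 4.52 (SD, n = 4) were adenylated and 55.4% ± 8.52 (SD, n = 4) unmodified.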

Although the canonical let-7i-3p with no terminal modification dominated the total miRNA pool in the wild-type control, the adenylated isomiRs emerged as the dominant isoform in the TUT4/7 double mutants of DU145 and IGROV1 (Fig. 3B). Such up-regulation of adenylated isomiRs upon the loss of uridylated counterparts is not limited to miRNAs with 5p/3p > 1 but is also observed for miRNAs with a higher abundance of 3p miRNAs, that is, 5p/3p < 1. miR-652 with 5p/3p < 1 also shows such changes in modified miRNA population (Fig. 3C,F; Supplemental Fig. S3C). Therefore, the presence of NTA might not be a mark for degradation for 5p/3p strand control. 

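The miR-652 hairpin (chromosome X, 110055329 to 110055426, plus strand, GRCh38) had a log2 ratio of 5p to 3p reads of −5.71 ± 0.30 (SD, n = 4) in wild-type DU145 and −5.75 ± 0.36 (SD, n = 4) in wild-type IGROV1. Uridylated miR-652-3p reads fell from 55.7% ± 0.424 (SD, n = 4) to 1.17% ± 1.00 (SD, n = 8) in DU145, and adenylated reads rose from 17.7% ± 0.661 (SD, n = 4) to 46.8% ± 3.36 (SD, n = 8). In IGROV1, uridylated reads fell from 58.8% ± 1.39 (SD, n = 4) to 6.06% ± 2.55 (SD, n = 8) and adenylated reads rose from 12.1% ± 0.781 (SD, n = 4) to 28.3% ± 3.22 (SD, n = 8). All 4 changes had every mutant library beyond every wild-type library (exact permutation test, p = 0.00404, adjusted p = 0.00588 over the 96 tests on named miRNAs). The abundance of miR-652-3p had a log2 fold change of 1.04 in DU145 (standard error 0.11, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test) and 0.00 in IGROV1 (standard error 0.13, adjusted p = 0.993, edgeR), where DESeq2 gave 0.04.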

Examples of miRNAs that do not show an increase in adenylated isomiRs include miR-103a-2 (5p/3p < 1). Uridylated miR-103a-3p is significantly reduced in the TUT4/7 catalytic knockouts but adenylated miR-103a-3p does not increase in abundance (Fig. 3C,G; Supplemental Fig. S3D).

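Uridylated miR-103a-3p reads fell from 9.90% ± 0.486 (SD, n = 4) to 0.901% ± 0.523 (SD, n = 8) in DU145 and from 7.39% ± 0.362 (SD, n = 4) to 2.10% ± 0.394 (SD, n = 8) in IGROV1 (exact permutation test, p = 0.00404 in each line). Adenylated reads made up 0.0659% ± 0.0196 (SD, n = 4) of its reads in wild-type DU145 and 0.136% ± 0.0396 (SD, n = 8) in the mutants (exact permutation test, p = 0.00808, adjusted p = 0.0111). In IGROV1 they made up 0.0229% ± 0.00420 (SD, n = 4) and 0.0237% ± 0.00877 (SD, n = 8) (exact permutation test, p = 0.881, adjusted p = 0.890). In abundance, miR-103a-3p changed by 0.33 on the log2 scale in DU145 (standard error 0.11, adjusted p = 0.0335 from edgeR's quasi-likelihood test) and by −0.12 in IGROV1 (standard error 0.07, adjusted p = 0.183, edgeR). The DU145 rise passed an adjusted p of 0.01 when the average of the 2 clone groups was tested, at 0.000774 (edgeR). In IGROV1 the sum over both precursors gave 0.02. The same mature sequence is made by more than 1 precursor, so its reads cannot be assigned to miR-103a-2 alone.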

Similar to observations made in a recent study (Kim et al. 2020), the 3p mature miRNA of miR-324 was the dominant miRNA in the wild-type controls relative to the 5p mature miRNA and upon TUT4/7 loss, mature miRNAs derived from the 5p arm increased in abundance compared to the 3p mature miRNAs (Supplemental Fig. S3E). This arm switching mechanism is observed in both DU145 and IGROV1 TUT4/7 double mutants (Supplemental Fig. S3E). Thus, miR-324 displays a differential arm preference depending on TUT4/7 expression status. Both the 5p mature miRNA and 3p mature miRNA of miR-324 were marked by the simultaneous increase in adenylation upon the loss of TUT4/7 (Supplemental Fig. S3F). Such TUT4/7-mediated arm switching events were rare in our data set and were not observed in most miRNAs. 

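The log2 ratio of 5p to 3p reads of miR-324 (chromosome 17, 7223297 to 7223379, minus strand, GRCh38) was −0.97 ± 0.49 (SD, n = 4) in wild-type DU145 and 0.65 ± 0.17 (SD, n = 8) in the mutants. The ratio was above every wild-type library in 8 of 8 mutant libraries (exact permutation test, p = 0.00404). Adjusted over the 144 hairpins tested in DU145, p was 0.0529. In the miRDeep2 counts of DU145, the log2 fold change was 0.71 for miR-324-5p (standard error 0.18, adjusted p = 0.00824 from edgeR's quasi-likelihood test) and −1.11 for miR-324-3p (standard error 0.10, adjusted p = 4.8e-06, edgeR).

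**Figure D2:**
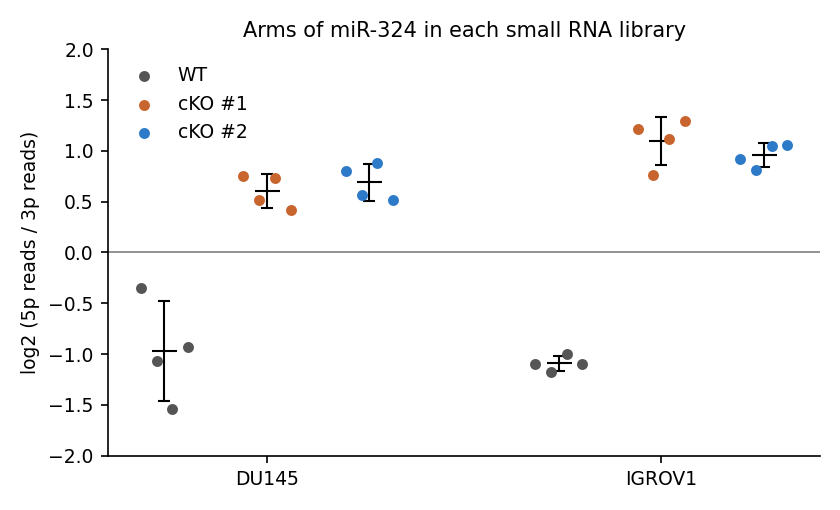
Log2 ratio of 5p to 3p reads of miR-324 (y axis) in each small RNA library, by cell line and group (x axis; WT, cKO #1 and cKO #2). Points are libraries and bars are the mean ± SD of 4 libraries; values above 0 have more 5p than 3p reads. In DU145 the wild-type libraries lie between −1.54 and −0.35 and the mutant libraries between 0.42 and 0.88.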

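In IGROV1 the log2 ratio of 5p to 3p reads of miR-324 went from −1.09 ± 0.07 (SD, n = 4) to 1.03 ± 0.19 (SD, n = 8), again with all 8 mutant libraries above every wild-type library (exact permutation test, p = 0.00404, adjusted p = 0.0311 over 123 hairpins). The log2 fold change was 0.64 for miR-324-5p (standard error 0.10, adjusted p = 0.000168 from edgeR's quasi-likelihood test) and −1.34 for miR-324-3p (standard error 0.12, adjusted p = 1.6e-06, edgeR).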

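Adenylated reads of miR-324-3p rose from 22.5% ± 2.16 (SD, n = 4) to 69.2% ± 8.03 (SD, n = 8) in DU145 and from 9.95% ± 0.528 (SD, n = 4) to 52.8% ± 7.10 (SD, n = 8) in IGROV1 (exact permutation test, p = 0.00404 in each line). For miR-324-5p they rose from 15.3% ± 3.15 (SD, n = 4) to 24.1% ± 1.94 (SD, n = 8) in DU145 (exact permutation test, p = 0.00404) and from 6.78% ± 0.765 (SD, n = 4) to 8.55% ± 0.886 (SD, n = 8) in IGROV1 (exact permutation test, p = 0.0202, adjusted p = 0.0266; 6 of 8 mutant libraries above every wild-type library). Uridylated reads of miR-324-3p fell from 43.5% ± 3.13 (SD, n = 4) to 0.629% ± 1.01 (SD, n = 8) in DU145 and from 62.1% ± 2.08 (SD, n = 4) to 12.7% ± 7.98 (SD, n = 8) in IGROV1. From the reversed ratio of the arms in both lines, the paper concludes that the arm preference of miR-324 depends on the TUT4/7 status.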

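Hairpins with at least 10 reads on both arms in every library of a line were tested for a change in the ratio of 5p to 3p reads by exact permutation. In DU145, 0 of 144 hairpins had an adjusted p under 0.05, since even the smallest p of the design became 0.0529 after adjustment, while 11 had every mutant library beyond every wild-type library (0.582 by chance). Of these 11, 2 also had mean ratios on opposite sides of 1, namely miR-324 and miR-199b. This count was chosen after the data were examined. In IGROV1, 22 of the hairpins had a changed ratio at an adjusted p under 0.05, 12 toward 5p and 10 toward 3p, and 2 of them switched arms, namely miR-324 and miR-6511a. With the replicate number as a block, or with any wild-type IGROV1 library left out, the smallest p of the design rises and none of these hairpins passed the threshold.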

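The hairpin of miR-103a-2 (chromosome 20, 3917494 to 3917571, plus strand, GRCh38) shares its 3p sequence, miR-103a-3p, with another precursor, while miR-103a-2-5p is its own. Abundance is given as RPM, reads scaled to 1e6 miRNA reads. In DU145, miR-103a-3p had 9728 ± 810.2 RPM (SD, n = 4) in wild-type cells and 12079.7 ± 1763 (SD, n = 8) in the mutants, and miR-103a-2-5p 2.52 ± 0.714 (SD, n = 4) and 4.16 ± 0.924 (SD, n = 8). In IGROV1 the 3p values were 14975 ± 682 (SD, n = 4) and 13606 ± 1357 (SD, n = 8), and the 5p values 6.62 ± 1.94 (SD, n = 4) and 5.06 ± 1.60 (SD, n = 8).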

Supplemental Figure S3G shows an example of an miRNA, miR-103a-2, which does not show arm switching. Thus, we conclude that loss of TUT4/7-mediated uridylation triggers a differential increase in terminal adenylation at the 3′ end for a subset of miRNAs.

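Counted in each line by itself, 163 of the 190 eligible 3p miRNAs gained A additions and lost U additions in DU145 and 144 in IGROV1. U additions fell for 178 of them in DU145 and 182 in IGROV1, and A additions rose for 170 and 149. From the miRNAs that gain adenylation while they lose uridylation, beside examples such as miR-103a-3p, the paper concludes that terminal adenylation increases differentially for a subset of miRNAs.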

### Specific miRNA clusters are deregulated upon the loss of terminal uridylation

3′ end uridylation and adenylation of RNAs have been associated with degradation and stability, respectively (D'Ambrogio et al. 2012; Heo et al. 2012; Kim et al. 2015; Gutiérrez-Vázquez et al. 2017). TUT4/7-mediated uridylation has been shown to down-regulate the expression levels of the let-7 family members when TUT4/7 interact with the stemness factor LIN28A (Lehrbach et al. 2009; Piskounova et al. 2011; Wang et al. 2017). Unlike IGROV1, DU145 cells do not express detectable LIN28A protein levels (Fig. 4A). 

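The 12 small RNA libraries of LIN28A OE DU145 were made and counted like those of the parental lines. Modification counts summed to 8822859 to 13664133 (median 10200602) miRNA reads per library in wild-type LIN28A OE DU145, 8730081 to 14067165 (median 9202950) in cKO #1 and 6534572 to 10002428 (median 6745762) in cKO #2. The authors' miRDeep2 counts, which serve here for abundance, summed to between 6476739 and 13957450 per LIN28A OE DU145 library. For DU145 they summed to between 6128305 and 10665443, and for IGROV1 to between 5703566 and 13279748. The abundances of miRNAs in the miRDeep2 table and in the modification counts were compared across all 36 libraries. For 34 of them, both were most alike under the same label, with Pearson's r across 356 miRNAs between 0.978 and 0.995. The miRDeep2 counts of the libraries labelled wild-type replicate 2 and cKO #1 replicate 2 of LIN28A OE DU145 instead matched each other's modification counts. Both labels were kept as deposited, so directions drawn from these 2 libraries carry that uncertainty. LIN28A (chromosome 1, 26410817 to 26429728, plus strand, GRCh38) had 72.8 ± 4.94 CPM (SD, n = 4) in the mRNA libraries of wild-type LIN28A OE DU145, 387 ± 37.9 (SD, n = 4) in cKO #1 and 246 ± 40.8 (SD, n = 4) in cKO #2. The mutants thus held 532% and 338% of the wild-type LIN28A level. In DU145 it had at most 5 counts in any library, and in wild-type IGROV1 224 ± 33.4 CPM (SD, n = 4).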

To explore the TUT4/7-mediated regulation of miRNA expression levels, we generated stable DU145 wild-type and DU145 TUT4/7 double mutant cell lines overexpressing lentiviral integrated CMV-driven LIN28A cDNA copies lacking introns and the 3′ UTR (henceforth referred to as LIN28A^OE^ DU145) and analyzed their small RNA transcriptome (Fig. 4A). 

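A principal component analysis was run on log2 CPM (TMM normalization, prior count 2) of the 500 miRNAs with the highest variance across all 36 libraries. PC1 held 73.0% of the variance and PC2 7.83%. The difference between DU145-derived and IGROV1 libraries accounted for 99.7% of the variance along PC1. Genotype accounted for 55.9% of the variance along PC2. With all 846 miRNAs in place of 500, the setting that moved it most, PC1 held 69.8%.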

A principal component analysis (PCA) shows that the first principal component (PC1) explains the majority (89%) of the variation in the data set, which appears to be due to differences in the cell line type (Fig. 4B), while the second principal component (PC2) separates IGROV1 TUT4/7 mutants from the wild-type controls (Fig. 4B).

**FIGURE 4.**
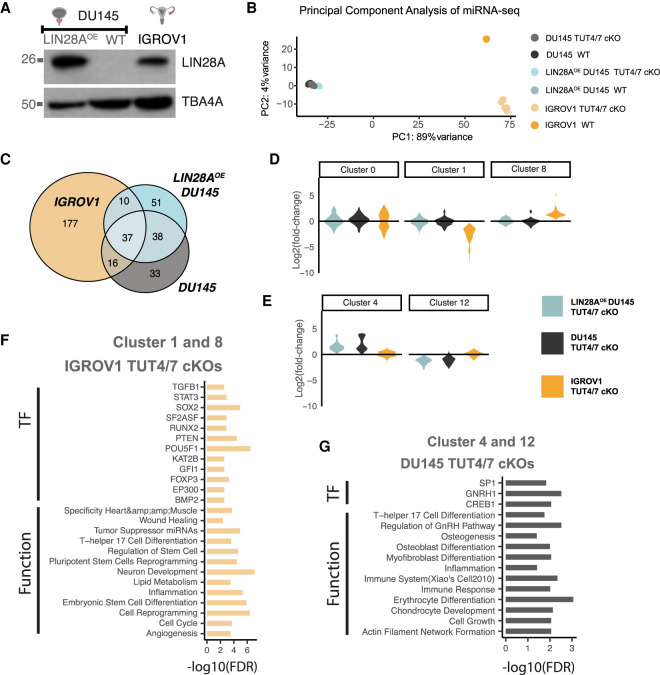
TUT4/7 loss results in cancer cell-type-specific miRNA deregulation. (*A*) Western blot image of LIN28A in the stable cell line LIN28A^OE^ DU145, DU145 (depicted as WT), and IGROV1 with α-tubulin (TBA4A) as a control (*n* = 2). Molecular mass of LIN28A is 26 kDa and of TBA4A is 50 kDa. (*B*) Principal component analysis of miRNA data set. PC1 versus PC2 in miRNA data for all genotypes. (*C*) Venn diagram showing gene overlap. (*D*,*E*) Violin plots displaying the expression trends in Clusters 0, 1, and 8 (*D*) and Clusters 4 and 12 (*E*). Fold change is calculated in the TUT4/7 double mutants (TUT4/7 cKO) relative to their respective wild-type control. (*F*,*G*) miRNA set enrichment analysis was performed with TAM 2.0 (Li et al. 2018). Enriched associations for the miRNA Cluster 1 and Cluster 8 with a similar deregulation pattern in TUT4/7 double mutants of IGROV1 (*F*) and for the miRNA Cluster 4 and Cluster 12 with a similar deregulation pattern in TUT4/7 double mutants of DU145 (*G*).

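Among the 24 small RNA libraries of DU145 and LIN28A OE DU145, PC1 held 32.6% of the variance, PC2 21.9% and PC3 14.6%. The 3 groups (wild-type, cKO #1 and cKO #2) accounted for 57.4% of the variance along PC1 and 89.1% along PC2. Presence or absence of TUT4/7 accounted for 24.6% along PC1, 39.1% along PC2 and 0.662% along PC3. These shares include the 2 libraries of LIN28A OE DU145 whose miRDeep2 counts match each other's modification counts. Along PC1, wild-type replicate 2 had a score of 11.8 and the other wild-type libraries of that line −12.0 to −10.0, while cKO #1 replicate 2 had −12.6 and the others of cKO #1 13.7 to 16.2.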

A PCA on all genotypes of the prostate cancer DU145-derived cell lines shows that PC1 versus PC2 captures clonal variation, whereas PC2 versus PC3 captures the variation in the data that is associated with the presence or absence of TUT4/7 (Supplemental Fig. S4A). A higher number of miRNAs were deregulated in the IGROV1-derived mutants relative to the DU145-derived TUT4/7 catalytic knockouts (Fig. 4C; Supplemental Fig. S4B). Therefore, the absence of TUT4/7-mediated miRNA regulation has a higher impact on the IGROV1 cell line relative to the prostate cancer cell line DU145.

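Abundance was tested on the miRDeep2 counts with edgeR's quasi-likelihood test after TMM normalization, 8 mutant against 4 wild-type libraries, for miRNAs with at least 10 counts in at least 4 of the 12 libraries of a line. At the paper's threshold, an adjusted p under 0.01, 265 of 702 miRNAs were deregulated in IGROV1, 120 higher in the mutants and the others lower. In DU145, 121 of 657 were, 69 higher and 52 lower. In LIN28A OE DU145, 0 of 681 passed the threshold, and 80 had an unadjusted p under 0.05. That comparison includes the 2 libraries whose miRDeep2 counts match each other's modification counts. With counts per miRNA taken from the modification counts, a setting chosen after the data were examined, 76 miRNAs passed it in LIN28A OE DU145. With DESeq2, the tool the paper names, 312 miRNAs passed the threshold in IGROV1 and 170 in DU145. The setting that moved these counts most modelled each clone as its own group and tested their average, with 398 in IGROV1 and 259 in DU145.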

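The clones of a line shared part of these changes. In IGROV1, 350 miRNAs were deregulated when cKO #1 was compared with wild type, 377 when cKO #2 was, and 236 in both comparisons with the same sign, while 244 differed between the clones. In DU145 these counts were 299, 235 and 127, with 266 between the clones (edgeR's quasi-likelihood test, adjusted p under 0.01). Across miRNAs, the log2 fold changes of the clones had Pearson's r = 0.78 in IGROV1 and 0.54 in DU145. Because the clones share their wild-type libraries, their changes correlate in part by design. With all groups simulated as unchanged, the wild-type group included, mean r was 0.49 and 0.52. In every simulation, 0 miRNAs were called in both clones with the same sign. The simulated clones did not differ from each other, as the real ones do, so these r values are no baseline for the real ones. From the higher number of deregulated miRNAs in IGROV1, the paper concludes that the loss of TUT4/7 has a higher impact on miRNA regulation there than in DU145.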

Next, we explored the effect of loss of uridylation on the expression levels of let-7 family members in a LIN28A-dependent context. We divided the let-7 family into the following classes: (i) canonical Group I miRNAs with 2 nucleotide overhangs at the 3′ end (1), (ii) noncanonical Group II miRNAs with 1 nucleotide overhang at the 3′ end (2), (iii) CSD^+^ let-7s, which contains the (U)GAU-binding motif for the cold shock domain (CSD) of LIN28A (+), and (iv) CSD^−^ let-7s, which do not contain the sequence motif for LIN28A binding via its CSD domain (−).

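The let-7 family was taken as the 5p miRNAs let-7a, let-7b, let-7c, let-7d, let-7e, let-7f, let-7g, let-7i and miR-98. Members differ by few bases, and how the authors' counting split reads between them is not stated. In the DU145 mutants all 9 members had a negative log2 fold change, with a median of −0.57. With only miRNAs that have at least 10 counts in every library, let-7d-5p had a log2 fold change of 0.02 (edgeR). Over all miRNAs tested, 3 members passed an adjusted p of 0.01, and 5 did when adjusted over the list alone. The log2 fold change was −0.96 for let-7b-5p (standard error 0.16, adjusted p = 0.000424 from edgeR's quasi-likelihood test), −0.75 for let-7f-5p (standard error 0.17, adjusted p = 0.00397, edgeR) and −1.47 for miR-98-5p (standard error 0.19, adjusted p = 8.7e-05, edgeR). With the replicate number as a block, let-7f-5p had an adjusted p of 0.0186 (edgeR).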

In DU145, all let-7 miRNAs are generally either down-regulated or unchanged in TUT4/7 cKOs (Supplemental Fig. S4C). Based on previous data (Ustianenko et al. 2018), miRNA from CSD^+^ precursors should be up-regulated in LIN28A-positive TUT4/7 cKOs. This trend is true for all CSD^+^ let-7 miRNAs except miR-98 in DU145-derived TUT4/7 cKOs (LIN28A- -positive vs. LIN28A negative) (Supplemental Fig. S4C). However, we do not observe the same trend of up-regulation for CSD^+^ let-7s in IGROV1 TUT4/7 catalytic knockouts, which endogenously express LIN28A (Supplemental Fig. S4C). Hence, this suggests that TUT4/7-mediated let-7 regulation is cell-line specific and does not always depend on LIN28A in a cellular environment, contrary to what is known from in vitro tailing reactions (Piskounova et al. 2011; Thornton et al. 2012; Kim et al. 2015).

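In LIN28A OE DU145 all 9 let-7 members had a positive log2 fold change in the mutants, with a median of 1.04, and 0 passed an adjusted p of 0.01. Of these members, 4 had an unadjusted p under 0.05. With the miRDeep2 columns as labelled, the mutant effect differed between LIN28A OE DU145 and DU145 for let-7b-5p by 2.35 on the log2 scale (standard error 0.53, adjusted p = 0.0171 from edgeR's interaction test), and for miR-98-5p by 1.71 (standard error 0.45, adjusted p = 0.0444, edgeR). Adjusted over the list alone, 5 members differed between the lines. With counts per miRNA from the modification counts, 5 members passed the threshold within LIN28A OE DU145 and their median was 1.85. With these counts the log2 fold change in LIN28A OE DU145 was 3.53 for let-7d-5p, 2.79 for let-7i-5p and 2.15 for let-7b-5p. Which members carry the CSD motif was not analysed here.

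**Figure D3:**
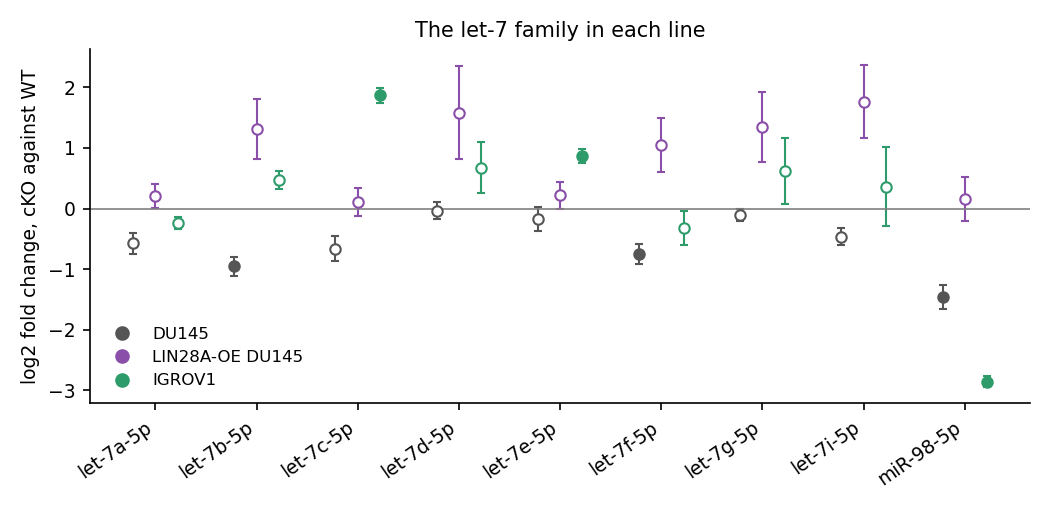
Log2 fold change (y axis) of each let-7 member (x axis) in TUT4/7 cKO against wild-type cells of DU145, LIN28A OE DU145 and IGROV1, from the miRDeep2 counts. Bars are standard errors and filled symbols have an adjusted p under 0.01 (edgeR); with the modification counts, 5 members of LIN28A OE DU145 pass it too.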

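For IGROV1, 6 let-7 members had a positive and 3 a negative log2 fold change, with a median of 0.47. The 3 members past an adjusted p of 0.01 went in both directions, with a log2 fold change of 1.87 for let-7c-5p (standard error 0.12, adjusted p = 8.0e-08, edgeR), 0.87 for let-7e-5p (standard error 0.12, adjusted p = 5.8e-05, edgeR) and −2.86 for miR-98-5p (standard error 0.09, adjusted p = 5.2e-11, edgeR). The IGROV1 clones moved apart for other members, with 1.17 (standard error 0.09) in cKO #1 and −1.66 (standard error 0.09) in cKO #2 for let-7i-5p, and 1.35 (standard error 0.08) and −0.93 (standard error 0.08) for let-7g-5p.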

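The test of the difference itself, an interaction of cell line and genotype in edgeR, gave 4 let-7 members whose change differed between DU145 and IGROV1 at an adjusted p under 0.01, namely let-7b, let-7c, let-7e and miR-98. From the absence of the same rise of CSD+ let-7s in the IGROV1 mutants, which express LIN28A, the paper proposes that let-7 regulation by TUT4/7 is specific to the cell line and does not always depend on LIN28A.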

Next, to identify miRNAs that depend on LIN28A-TUT4/7 for the regulation of their expression, we performed *k*-means clustering (*k* = 15) of all miRNAs excluding let-7 family members and identified 14 miRNA clusters (Supplemental Fig. S4D). Cluster 0 (number of miRNAs, *N* = 60) consists of miRNAs whose expression does not significantly change (Fig. 4D). 

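Clusters of miRNAs were not recomputed here, and the calls of each line give the comparison instead. At an adjusted p under 0.01, 209 miRNAs were deregulated in the IGROV1 mutants and not in those of DU145. Among the largest changes, miR-3144-3p had a log2 fold change of 5.61 in IGROV1 (standard error 0.33, adjusted p = 2.0e-08, edgeR) and miR-145-3p one of −7.52 (standard error 0.38, adjusted p = 5.7e-09, edgeR).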

Cluster 1 contains miRNAs (*N* = 76) that are down-regulated and Cluster 8 miRNAs (*N* = 34) that are up-regulated only in the IGROV1 TUT4/7 cKOs (Fig. 4D). Similarly, Cluster 4 represents miRNAs (*N* = 32) that are up-regulated and Cluster 12 miRNAs (*N* = 9) that are down-regulated only in the DU145-derived TUT4/7 cKOs (Fig. 4E). 

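In DU145, 65 miRNAs were deregulated that were not in IGROV1. With counts per miRNA from the modification counts, 41 of the 140 miRNAs deregulated in DU145 were also deregulated in LIN28A OE DU145. The largest changes in DU145 included miR-1229-3p, with a log2 fold change of 5.80 (standard error 0.40, adjusted p = 5.7e-07, edgeR), and miR-20b-5p, with −2.29 (standard error 0.45, adjusted p = 0.00189, edgeR). With the replicate number as a block, miR-20b-5p had an adjusted p of 0.0117 (edgeR).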

On performing miRNA set enrichment analysis using TAM 2.0 (Li et al. 2018), we found that only IGROV1 TUT4/7 cKO-specific clusters (Cluster 1 and 8) display “wound healing” as an enriched function (Fig. 4F), suggesting that deregulation of the miRNAs in these two clusters results in defective wound healing in the IGROV1 TUT4/7 double mutants. The miRNA set enrichment analysis for Cluster 4 and 12 show “cell growth” and “differentiation”-related terms, suggesting that these miRNAs might contribute to the slow growth phenotype in the TUT4/7 double mutants of the metastatic-site derived DU145 cancer cell line (Fig. 4G). In addition, miRNAs belonging to Cluster 2 (*N* = 19) and Cluster 3 (*N* = 81) show a general trend of down-regulation and up-regulation, respectively, independent of the cell line, with “differentiation” emerging as the most enriched function (Supplemental Fig. S4E,F). Therefore, TUT4/7-mediated regulation of miRNA expression levels is miRNA specific, and subsets of miRNAs are regulated in a cell-type-specific manner.

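Of the 573 miRNAs tested in both DU145 and IGROV1, 56 were deregulated in both, where 42.4 would be by chance (Fisher's exact test, p = 0.00430, odds ratio 1.88). Of these, 28 were higher and 19 lower in the mutants of both lines, and the others changed in opposite directions.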

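The interaction of cell line and genotype was tested for 792 miRNAs in the 24 libraries of DU145 and IGROV1. It passed an adjusted p of 0.01 for 143 miRNAs, whose change was higher in IGROV1 for 60 and lower for 83 (edgeR's quasi-likelihood test). Between DU145 and LIN28A OE DU145 it passed for 7 of 737 miRNAs, and for 17 with counts per miRNA from the modification counts. From groups of miRNAs that change in only 1 of the lines and others that change alike, the paper concludes that subsets of miRNAs are regulated in a manner specific to the cell type.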

### Cell-type-specific negative correlation of miRNA–mRNA interactions upon functional loss of TUT4/7 activity

miRNAs mediate gene silencing by targeting mRNAs post-transcriptionally. Hence, global deregulation of miRNA abundance may severely impact the mRNA transcriptome. 

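Poly(A)-selected RNA was sequenced from the same 3 lines and 9 groups as the small RNA, with 4 libraries per group. The authors removed adapters and rRNA reads, mapped the reads to hg38 with HISAT2, counted them on genes with HTSeq-count and deposited raw counts per gene symbol, without normalization. The paper's text does not name the gene annotation. Counts on genes summed to 8489947 to 10874814 (median 9703367) per library in wild-type DU145, 7195437 to 11255702 (median 10994786) in cKO #1 and 7996481 to 12565155 (median 9850950) in cKO #2. They summed to 9867217 to 18068012 (median 15414130) in wild-type LIN28A OE DU145, 13602559 to 16545264 (median 15621079) in its cKO #1 and 9892140 to 19402406 (median 14812456) in its cKO #2. In IGROV1 they summed to 15029939 to 19317514 (median 18094920) in wild-type cells, 7729672 to 18889729 (median 13592020) in cKO #1 and 13287141 to 25054688 (median 17509318) in cKO #2. TUT4 (chromosome 1, 52408282 to 52553487, minus strand, GRCh38), listed as ZCCHC11, had 58.1 ± 9.62 CPM (SD, n = 4) in wild-type DU145, 12.3 ± 4.72 (SD, n = 4) in cKO #1 and 39.4 ± 8.65 (SD, n = 4) in cKO #2. In LIN28A OE DU145 it had 69.0 ± 10.6, 20.2 ± 3.46 and 57.2 ± 2.21 (SD, n = 4 each), and in IGROV1 77.3 ± 5.65, 27.2 ± 10.2 and 26.3 ± 5.99 (SD, n = 4 each), in the same order of groups. TUT7 (chromosome 9, 86287733 to 86354454, minus strand), listed as ZCCHC6, had 44.2 ± 8.38, 14.4 ± 5.74 and 22.6 ± 5.38 (SD, n = 4 each) in DU145. It had 65.0 ± 9.77, 23.6 ± 2.57 and 33.9 ± 5.02 in LIN28A OE DU145 and 33.5 ± 4.65, 18.3 ± 5.83 and 12.2 ± 2.46 in IGROV1 (SD, n = 4 each). Both mRNAs had a lower mean in every mutant clone than in wild-type cells, with TUT4 in cKO #2 of DU145 and LIN28A OE DU145 the least lowered, at 67.9% and 82.9% of wild type. Differences between mutants and wild-type cells were tested like those of miRNAs, for genes with at least 10 counts in at least 4 of the 12 libraries of a line.

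**Figure D4:**
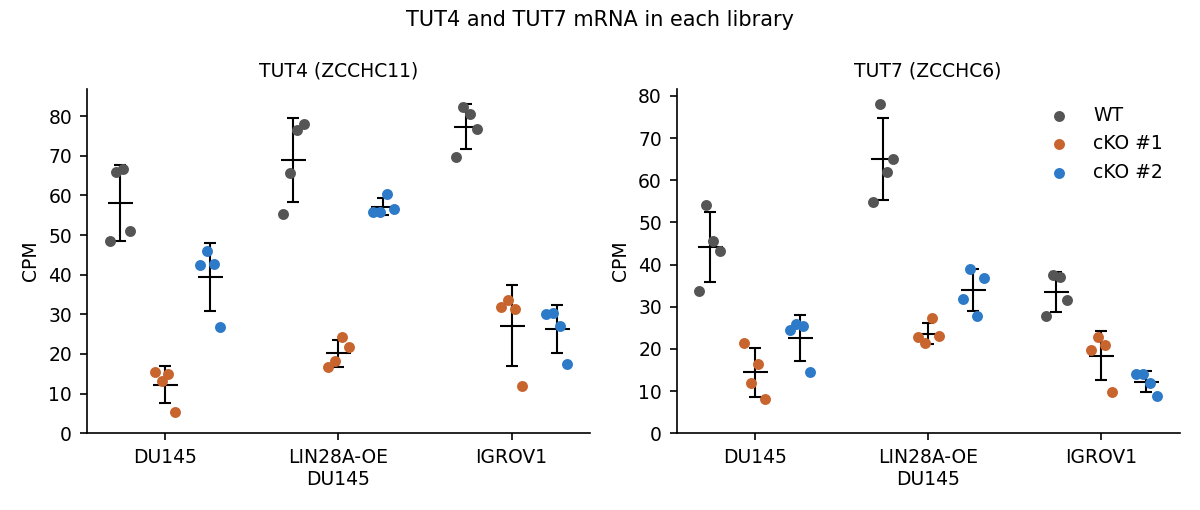
CPM (y axes) of TUT4 (ZCCHC11) and TUT7 (ZCCHC6) mRNA in each mRNA library, by cell line and group (x axis; WT, cKO #1 and cKO #2). Points are libraries and bars are the mean ± SD of 4 libraries; the lowest group mean of TUT4 is 12.3, in DU145 cKO #1.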

To assess the effects of TUT4/7 loss on the transcriptome, we sequenced poly(A)-selected transcripts in our samples. PCA analyses on our mRNA-seq data sets were similar to those performed on our miRNA data sets (Supplemental Fig. S5A–C). 

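Across all 36 mRNA libraries, PC1 held 90.2% and PC2 3.12% of the variance of the 500 most variable genes, and the difference between DU145-derived and IGROV1 libraries accounted for 99.7% of the variance along PC1. Among the 24 libraries of DU145 and LIN28A OE DU145, PC1 held 56.6% and PC2 20.0%. Along that PC1, the 3 groups (wild-type, cKO #1 and cKO #2) accounted for 99.4% of the variance and the presence or absence of TUT4/7 for 0.754%. Along PC2, presence or absence accounted for 91.1%. With all genes in place of 500, PC1 over all libraries held 71.0%. In the DU145-derived libraries, presence or absence then accounted for 22.1% along PC2 and 76.2% along PC3.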

According to the current model of TUT4/7-mediated mRNA regulation (Lim et al. 2014), TUT4/7 are considered general mRNA decay factors and global up-regulation of mRNA is expected upon the loss of uridylation. However, we did not observe this global trend of up-regulation in the DU145 and IGROV1 TUT4/7 cKOs (Supplemental Fig. S5D). In addition, minimal overlap of deregulated mRNAs between the cell lines suggests that TUT4/7 differentially regulate mRNAs depending on the cell line (Supplemental Fig. S5E). 

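The median log2 fold change of all mRNAs tested was 0.03 in DU145 (13909 genes) and 0.02 in IGROV1 (13941 genes), and 52.9% and 51.7% of the genes had a value above 0. At an adjusted p under 0.01, 273 mRNAs were higher and 362 lower in the DU145 mutants. In the IGROV1 mutants, 1279 were higher and 1457 lower (edgeR's quasi-likelihood test). TMM normalization assumes that most genes do not change, so a shift of all mRNAs alike would not be seen in these counts. With scaling by library size alone, the median was 0.09 in DU145 and 0.00 in IGROV1. Under this scaling, 348 mRNAs were higher and 234 lower in the DU145 mutants.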

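Of the 12717 mRNAs tested in both lines, 550 were deregulated in DU145, 2328 in IGROV1 and 150 in both, where 101 would be by chance (Fisher's exact test, p = 1.3e-07, odds ratio 1.72). Of the shared mRNAs, 97 changed in the same direction. Across genes, the log2 fold changes of the lines had Pearson's r = 0.10 and Spearman's rho = 0.14. Genes are not independent replicates. The interaction of cell line and genotype passed an adjusted p of 0.01 for 1770 of 15212 mRNAs (edgeR), 721 with a higher and 1049 with a lower change in IGROV1. The clones of a line also differed. Between cKO #1 and cKO #2, 4645 mRNAs differed in DU145 and 2294 in IGROV1. In DU145, 3312 mRNAs were deregulated when cKO #1 was compared with wild type, 3105 when cKO #2 was, and 817 in both comparisons with the same sign. The IGROV1 counts were 3865, 3832 and 2168. The log2 fold changes of the clones had r = 0.19 across genes in DU145 and 0.78 in IGROV1. With all groups simulated as unchanged, wild type included, mean r was 0.51 and 0.49. In every simulation, 0 mRNAs were called in both clones with the same sign. The simulated clones did not differ from each other, so these r values are no baseline for the real ones. The setting that moved the overlap most tested the average of the 2 clone groups and gave 879 shared mRNAs. From the small overlap, the paper proposes that TUT4/7 regulate mRNAs differently in each cell line.

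**Figure D5:**
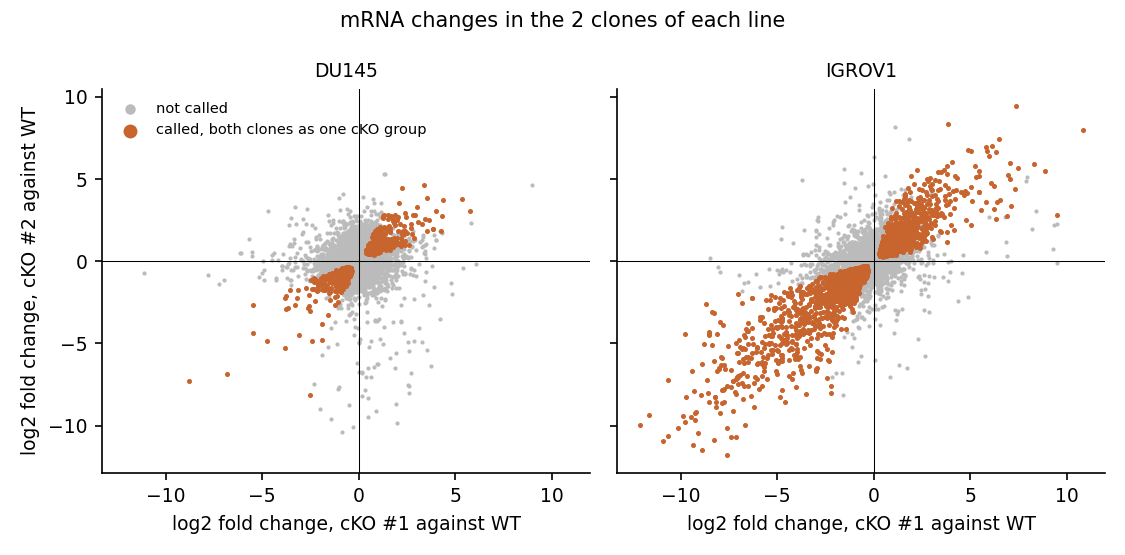
Log2 fold change of mRNAs in TUT4/7 cKO #1 (x axis) against that in TUT4/7 cKO #2 (y axis), each compared with the wild-type cells of the same line, for DU145 and IGROV1. Each point is a gene; across genes r is 0.19 in DU145 and 0.78 in IGROV1.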

Upon gene-ontology analysis of the deregulated mRNAs, “immune response” pathways were enriched in the prostate DU145 TUT4/7 cKOs (Supplemental Fig. S5F). This is not unusual given the role of TUT4/7 in antiviral processes and transposable element regulation (Le Pen et al. 2018; Warkocki et al. 2018). In comparison, a higher number of processes relating to “wound healing” and “cell migration” were enriched in the ovarian IGROV1 TUT4/7 cKOs (Supplemental Fig. S5F–H).

Unlike the DU145 cell line derived from a metastatic site, the IGROV1 cell line is originally derived from a primary tumor in Stage III, which is before the metastatic Stage IV (Stone et al. 1978; Bénard et al. 1985). During metastasis, the metastasis-associated miR-200c cluster is up-regulated and it is also used as diagnostic markers in ovarian cancer (Sulaiman et al. 2016; Chen et al. 2019). We found that miR-200c-3p and miR-141-3p belonging to the miR-200c cluster are targets of TUT4/7 and are regulated in a cell-line-specific manner (Fig. 5A–E; Supplemental Fig. S6A,B and Supplemental Fig. S6D,E). Both miRNAs are repressed only in the IGROV1 TUT4/7 cKOs (Fig. 5A–D; Supplemental Fig. S6A,B and Supplemental Fig. S6D,E). In turn, the well-characterized target of miR-200c, the antiapoptotic factor BCL2 (Feng et al. 2014) is now up-regulated (Fig. 5F; Supplemental Fig. S6C). 

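The hairpins of miR-200c (chromosome 12, 6963699 to 6963766, plus strand, GRCh38) and miR-141 (chromosome 12, 6964097 to 6964191, plus strand) lie next to each other. In IGROV1, miR-200c-3p had 5633 ± 395 RPM (SD, n = 4) in wild-type cells, 39.1 ± 4.83 (SD, n = 4) in cKO #1 and 31.2 ± 3.93 (SD, n = 4) in cKO #2. For miR-141-3p these values were 214 ± 43.3, 1.44 ± 0.720 and 1.02 ± 0.184 (SD, n = 4 each). The log2 fold change in the IGROV1 mutants was −7.37 for miR-200c-3p (standard error 0.16, adjusted p = 8.1e-13 from edgeR's quasi-likelihood test) and −7.54 for miR-141-3p (standard error 0.31, adjusted p = 8.5e-10, edgeR). The difference of the effect between IGROV1 and DU145 was −6.83 for miR-200c-3p (adjusted p = 2.8e-12 from edgeR's interaction test) and −7.25 for miR-141-3p (adjusted p = 2.8e-11, edgeR). Reads of miR-200c-3p with U additions numbered 3244 ± 693 per library (SD, n = 4) in wild-type IGROV1 and 4.88 ± 2.80 (SD, n = 8) in the mutants. In DU145 they numbered 1642 ± 166 (SD, n = 4) and 156 ± 134 (SD, n = 8). As a share of the miR-200c-3p reads, U additions went from 5.25% ± 0.111 (SD, n = 4) to 1.47% ± 0.860 (SD, n = 8) in IGROV1.

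**Figure D6:**
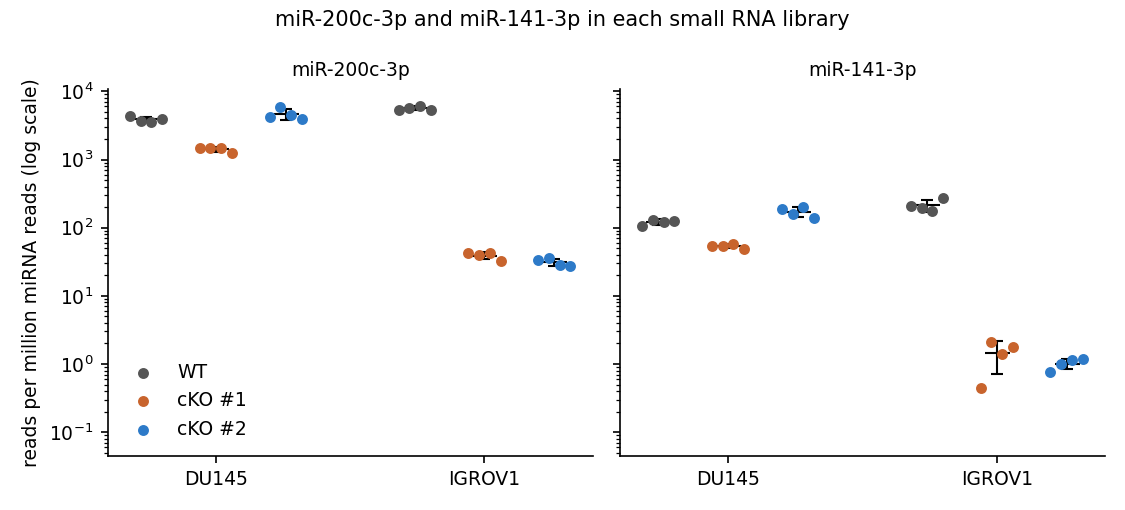
RPM (y axes, log scale) of miR-200c-3p (left) and miR-141-3p (right) in each small RNA library, by cell line and group (x axis; WT, cKO #1 and cKO #2), from the modification counts. Points are libraries and bars are the mean ± SD of 4 libraries; miR-200c-3p lies between 27.6 and 42.5 in the IGROV1 mutants.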

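In the DU145 mutants, the log2 fold change was −0.48 for miR-200c-3p (standard error 0.29, adjusted p = 0.241, edgeR) and −0.21 for miR-141-3p (standard error 0.30, adjusted p = 0.621, edgeR). The DU145 clones differed, with 3871 ± 345 RPM of miR-200c-3p (SD, n = 4) in wild-type cells, 1419 ± 124 (SD, n = 4) in cKO #1 and 4677 ± 883 (SD, n = 4) in cKO #2. Compared with wild type alone, cKO #1 had a log2 fold change of −1.21 for miR-200c-3p (adjusted p = 4.8e-09, edgeR) and −0.92 for miR-141-3p (adjusted p = 2.4e-05, edgeR). In cKO #2 these were 0.01 (adjusted p = 0.943, edgeR) and 0.26 (adjusted p = 0.139, edgeR). With the average of the 2 clone groups tested, miR-200c-3p passed an adjusted p of 0.01 in DU145, with a log2 fold change of −0.60 (adjusted p = 5.8e-06, edgeR).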

Although BCL2 has elevated expression levels in many cancers and is an anticancer target, overexpression of BCL2 alone in cells does not impart tumorigenic potential but rather can have prosurvival benefits (Lu et al. 1995; Kirkin et al. 2004; Czabotar et al. 2014).

**FIGURE 5.**
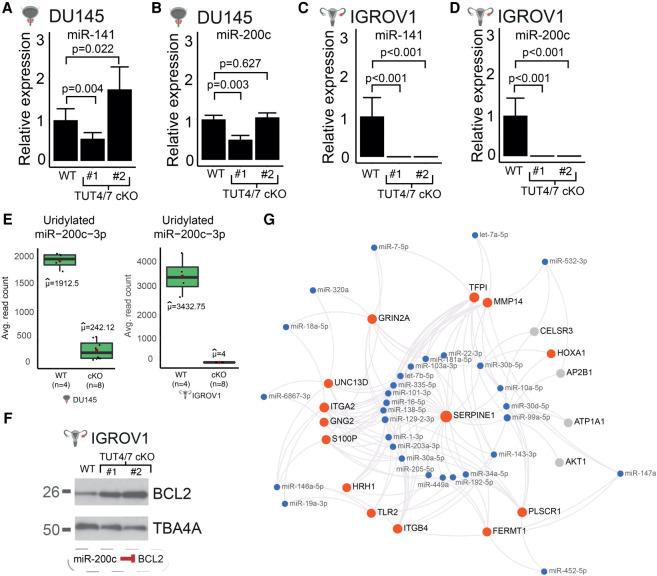
IGROV1-specific miRNA–mRNA interactions. (*A*,*B*) RT-qPCR quantification of miR-141-3p (*A*) and miR-200c-3p (*B*) in DU145 and derived TUT4/7 cKOs. Number of biological replicates (*n*) for WT = 4. TUT4/7 cKO #1 represents one independent clone (*n* = 4) and TUT4/7 cKO #2 (*n* = 3) represents the other. *P*-values are denoted by p and are determined by Student's *t*-test. (*C*,*D*) RT-qPCR quantification of miR-141-3p (*C*) and miR-200c-3p (*D*) in IGROV1 and derived TUT4/7 cKOs. Number of biological replicates (*n*) for WT = 4. TUT4/7 cKO #1 represents one independent clone (*n* = 4) and TUT4/7 cKO #2 (*n* = 4) represents the other. *P*-values are denoted by p and are determined by Student's *t*-test. (*E*) Abundances of uridylated isomiRs of miR-200c-3p in DU145, IGROV1, and derived TUT4/7 cKOs from RNA-seq data analyzed with sRNAbench software (Barturen et al. 2014). (*F*) Down-regulation of miR-200c in TUT4/7 cKOs is accompanied by up-regulation of one of its targets, BCL2. (*G*) Each miRNA (in blue) is connected to mRNA targets that are implicated in cell migration or wound healing. Red dots denote mRNAs that are down-regulated, otherwise the mRNA is denoted in gray. This network was created using miRNet (Fan et al. 2016).

Additionally, we used miRNet 2.0 (Chang et al. 2020) to identify miRNA–mRNA interactions related to wound healing and cell migration in the IGROV1-derived TUT4/7 cKOs. We used the list of IGROV1-specific down-regulated mRNAs and up-regulated miRNAs as queries, and gene ontology terms related to wound healing or cell migration were selected. Subsequently, the miRNA–mRNA interaction network in Figure 5G was obtained. 

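In IGROV1, the log2 fold change was −4.54 for PLSCR1 (standard error 0.19, adjusted p = 1.4e-09, edgeR), −2.23 for ITGA2 (standard error 0.28, adjusted p = 4.3e-05, edgeR) and −7.55 for MMP14 (standard error 0.19, adjusted p = 2.8e-11, edgeR). MMP14 went from 90.6 ± 15.0 CPM (SD, n = 4) in wild-type cells to 0.525 ± 0.0984 in cKO #1 and 0.438 ± 0.191 in cKO #2. Each of these 3 genes had the same sign in both clones. Of 11 further genes of Fig. 5G with enough counts to be tested in IGROV1, 6 were lower and 0 higher in the mutants at an adjusted p under 0.01.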

Many cancer-cell invasion and migration-promoting genes such as *SERPINE1*, *PLSCR1*, *ITGA2*, *MMP14*, etc. are significantly down-regulated in the IGROV1 cells (Fig. 5G). According to our network, these mRNAs interact with up-regulated miRNAs such as those belonging to the miR-30 family (miR-30a-5p and miR-30b-5p) and miR-99a-5p (Fig. 5G). 

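In IGROV1, miR-30b-5p had a log2 fold change of 1.40 (standard error 0.18, adjusted p = 2.9e-05, edgeR) and miR-99a-5p one of 2.92 (standard error 0.27, adjusted p = 1.6e-06, edgeR). For miR-30a-5p it was 0.11 (standard error 0.19, adjusted p = 0.645, edgeR), with 0.38 (standard error 0.12) in cKO #1 and −0.22 (standard error 0.12) in cKO #2. The interactions of the network were not analysed here.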

Although such negative correlation of expression levels of miRNA and their mRNA targets is widely observed in this study, we also observe several examples where a negative correlation is not observed. For example, despite the trend of down-regulation in their mRNA targets (Fig. 5G), let-7a-5p and let-7b-5p expression levels do not drastically change. In addition, both miR-7-5p and its targets are down-regulated in the IGROV1 TUT4/7 cKOs, thus showing a positive correlation with its targets. Such observations could be due to multiple miRNAs having shared targets.

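The log2 fold change of let-7a-5p in the IGROV1 mutants was −0.24 (standard error 0.09, adjusted p = 0.0465, edgeR) and that of let-7b-5p 0.47 (standard error 0.15, adjusted p = 0.0211, edgeR). Both passed an adjusted p of 0.01 when the average of the 2 clone groups was tested, and let-7b-5p also did with DESeq2.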

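The log2 fold change of miR-7-5p was −1.57 (standard error 0.16, adjusted p = 3.0e-06, edgeR), with −1.61 (standard error 0.16) in cKO #1 and −1.54 (standard error 0.16) in cKO #2.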

In summary, TUT4/7 are master regulators and versatile in their RNA regulation function. TUT4/7-mediated miRNA regulation depends on the cell line of study. This leads us to hypothesize that certain, still unknown, cell-type-specific upstream factors exert overall influence over TUT4/7 recruitment. This will require further investigations as our data suggests that the severity of TUT4/7 inhibition may differ depending on the cancer cell type or the stage of cancer progression. Thus, a better understanding of cell-type-specific interactors of TUT4/7 will be crucial in stratifying tumors for potential treatment with TUT4/7 inhibitors.

## DISCUSSION

TUT4/7-mediated RNA metabolism is complex and shapes the transcriptomic network in a cell-type-dependent manner. Here, we explored the global TUT4/7-mediated RNA regulatory networks in two different cancer cell line models with distinct tissues of origin. The two cell lines used are the prostate cancer cell line DU145, which is derived from a metastatic site and has a high stem cell–like population and the cell line IGROV1 derived from the primary solid tumor of stage III ovarian cancer (Stone et al. 1978; Bénard et al. 1985; Pfeiffer and Schalken 2010). We found that TUT4/7 catalytic knockouts display an overall slower cell proliferation, but with cell-line-specific differences in cell-migration phenotypes (Fig. 1E–G; Supplemental Fig. S1A–F). Such cell-line-specific phenotypic defects could be due to loss of TUT4/7-mediated 3′ uridylation of specific miRNAs (Fig. 2C; Supplemental Fig. S2E). Based on *k*-means clustering, the deregulated miRNAs can be divided into groups that follow the same trend of deregulation in the TUT4/7 catalytic knockouts (Supplemental Fig. S4D). These groups can be further classified into distinct miRNA clusters that are either cell-type-independent or -dependent (Fig. 4D,E; Supplemental Fig. S4E). TUT4/7 loss has a greater impact on the cancer cell properties of the ovarian cancer cell line IGROV1 than the prostate cancer cell line DU145. GO terms relating to cell migration are exclusively limited to the IGROV1-specific miRNA clusters, whereas terms relating to differentiation emerge in the DU145-specific clusters (Fig. 4F,G; Supplemental Fig. S4F). In addition, we identify deregulated mRNA targets relating to cell migration exclusively in the ovarian cancer cell line (Supplemental Fig. S5F–H). The miRNAs miR-200c-3p and miR-141-3p are regulated by TUT4/7 in a cell-type-dependent manner (Fig. 5A–E; Supplemental Fig. S6A–E). Therefore, our results suggest that TUT4/7-dependent miRNA-mediated mRNA regulation varies depending on the cancer cell line of study, which results in observed differences in defects of cancer cell properties. These inherent differences in TUT4/7-mediated RNA regulation could also possibly depend on the cancer status and the stage of cancer progression, where TUT4/7 modulate transcriptomic changes based on the current requirements for tumorigenesis. Our data suggests that in DU145, TUT4/7-mediated miRNA regulation may help in maintaining an enriched population of stem cell–like cells as the removal of TUT4/7 function results in the emergence of “differentiation”-related GO terms (Fig. 4G). In addition, for the IGROV1 cell line, TUT4/7-mediated regulation may prepare the tumor for the next stage of cancer, that is, metastasis, as cell migration, “wound healing,” and “angiogenesis” related genes are deregulated upon TUT4/7 loss (Fig. 4F; Supplemental Fig. S5G).

We also find that the regulation of the tumor suppressor let-7 family members, which is known to be dependent on the LIN28A-TUT4/7 pathway, does not strictly adhere to the previously postulated uniform down-regulation model inside cells, and that LIN28A-TUT4/7-mediated regulation depends on the cell line of study (Supplemental Fig. S4C). Similar to observations made in a recent study (Ustianenko et al. 2018), this is contrary to the uniform down-regulation model observed in vitro (Heo et al. 2008, 2009; Viswanathan et al. 2008). Moreover, we find that, beyond let-7, miRNAs do not generally show a trend in expression level change that depends on the LIN28A-TUT4/7 pathway (Supplemental Fig. S4D).

The loss of catalytic activity of TUT4/7 leads to an increase in adenylated miRNAs. This has been observed previously upon the depletion of TUT4/7 but was limited to a few miRNA examples (Thornton et al. 2014; Yang et al. 2019; Kim et al. 2020). Here we provide a global view of changes in miRNA variant populations in the TUT4/7 double mutants of the prostate cancer cell line DU145 and the ovarian cancer cell line IGROV1 (Fig. 2A–F; Supplemental Fig. S2A–G). Many effector enzymes similar to TUT4/7 such as TUT2, TENT4A, and TENT4B have been identified and shown to catalyze A additions. Upon the loss of TUT4/7, as specific miRNAs undergo increased adenylation, it is possible that adenylating enzymes such as TUT2 and TENT4A/B are in competition with TUT4/7 for the same miRNA substrate. Therefore, in the absence of TUT4/7, the adenylating enzymes can now access these specific miRNAs and target them for adenylation as we observe an increase in adenylation of TUT4/7-dependent miRNAs in our data (Fig. 2E; Supplemental Fig. S2F,G).

Additionally, reads for isomiRs with nontemplated base additions were considered to be artifacts of sequencing technologies, but this notion was subsequently dismissed and invalidated (Wyman et al. 2011; Knouf et al. 2013). One of the critical factors that proves their relevance in biological processes is the association of NTA-modified isomiRs with active components of RNA-induced silencing complexes (RISCs) (Burroughs et al. 2010; Yang et al. 2019). Argonaute (AGO) proteins are responsible for loading miRNAs into RISC complexes. Existence of multiple AGO proteins may indicate selective and preferential sorting of miRNAs into individual AGOs. Indeed, miRNAs terminally modified with adenine additions have reduced association with AGO2 and AGO3 (Burroughs et al. 2010). High base complementarity between miRNA:mRNA is a factor for intrinsic endonuclease activity of AGO2, and adenine additions might impact its slicer activity (Liu et al. 2004; Song et al. 2004; Burroughs et al. 2010). However, other terminal base modifications did not show any significant changes in AGO associations (Burroughs et al. 2010). Therefore, the change in isomiR population for specific miRNAs in the TUT4/7 catalytic knockouts might also affect preferential AGO loading. The underlying consequences might need further investigation.

Another two important aspects of 3′-modified isomiRs are miRNA turnover and target regulation. Terminal oligo-uridylation of miRNAs has been associated with instability, whereas adenylation is attributed to increased stability of miRNAs (D'Ambrogio et al. 2012; Heo et al. 2012; Kim et al. 2015; Gutiérrez-Vázquez et al. 2017). However, insignificant global changes in miRNA half-lives indicated that isomiR dynamics might not control miRNA expression levels as a general universal mechanism (Kingston and Bartel 2019). In line with previous studies, control of miRNA turnover for specific miRNAs including the let-7 family members by TUT4/7-mediated 3′ uridylation is hard to refute and rule out (Heo et al. 2012; Thornton et al. 2014; Kim et al. 2015). Moreover, NTA isomiRs such as the uridylated fraction have been shown to regulate noncanonical target repertoires and to increase the diversity of targets for a certain miRNA by mono- or di-nucleotide changes in its 3′ terminus (Yang et al. 2019). Furthermore, half-lives of miRNA are longer than their mRNA targets, with a median half-life of 25 h in proliferating mouse embryonic fibroblasts (Kingston and Bartel 2019). Therefore, NTA modifications of readily available stable miRNAs might be a means of fast response to the changing stimuli through targeting diverse repertoires of noncanonical mRNA targets. This probably provides a greater control on the overall physiological fate.

With this new knowledge of TUT4/7 biology, it is apparent that TUT4/7 are master regulators of the global transcriptome. Due to its involvement in the LIN28A:let-7 axis, special attention has been brought on the efficacy of targeting TUT4 and TUT7 to negatively impact cancer proliferation and progression (Piskounova et al. 2011; Lin and Gregory 2015; Kim et al. 2020). Based on our findings, it is important to consider that inhibition of these uridylating enzymes comes together with compensatory and a wide range of transcriptomic changes that vary depending on the cancer cell type or status. Therefore, further understanding of and exploring such dynamics of gene regulation is crucial to avoid nonspecific deleterious side effects when targeting TUT4/7 for anticancer therapeutics.

## MATERIALS AND METHODS

### Cell culture

Prostate cancer cell line DU145 (ATCC/LGC, Cat. #HTB-81, Lot#61761869) and the ovarian cancer cell line IGROV1 (NCI via Charles River Laboratories) were selected as the cell lines for use as in vitro models. DU145 complete media was made with the following reagents: EMEM (Gibco, Cat. #41090093), 1× NEAA (Gibco, Cat. #11140035), 10% FBS (Gibco, Cat. #10270106, Lot #42G6287K), 1× Antibiotics (Life Technologies, Cat. #15140122), and 5 mL Sodium Pyruvate (Life Technologies, Cat. #11360-039). IGROV1 complete media was comprised of the following: RPMI-1640 (Gibco, Cat. #72400054), 1× NEAA (Gibco, Cat. #11140035), 10% FBS (Gibco, Cat. #10270106; Lot #42G6287K), 1× Antibiotics (Life Technologies, Cat. #15140122). Cell lines were maintained at 37°C, 5% CO_2_ in a humid incubator. Mycoplasma testing was performed using an EZ-PCR Mycoplasma Test Kit (Geneflow, Cat. #K1-0210) according to the manufacturer's recommendation. At 80%–90% confluency, adherent cell cultures were dissociated using 1× Trypsin-EDTA (Life Technologies, Cat. #25300054) and passaged at a 1:4 dilution. Icons to represent different tissues were created from BioRender.com.

### Plasmid preparation and cloning

One shot TOP10 chemically competent cells (Invitrogen, Cat. #C4040-03) were used and incubated at 37°C overnight post-transformation according to the manufacturer's recommendation. Following this, 4 mL of LB media was inoculated with a single colony and incubated at 37°C for 24 h. Purification and extraction of plasmids for genotyping was performed using a PureLink Quick Plasmid MiniPrep Kit (Invitrogen, Cat. #K210001). Plasmid sequences and their identity were validated by Sanger sequencing (Genewiz Services) or using restriction enzymes. Endotoxin free plasmid preparation for transfection into cells was performed using a Qiagen Plasmid Maxi Kit (Cat. #12163). Restriction enzymes required for cloning into the desired plasmid site were identified using CLC Workbench software. Successful digestions were confirmed using agarose gel electrophoresis. One percentage of agarose gel was prepared using 1 g of agarose powder (Bioline, Cat. #BIO-41025) in 100 mL of 1× TBE buffer (Tris-borate-EDTA) and 1 µL of ethidium bromide solution (Merck, Cat. #E1510). The digested products and 1 kb Plus DNA Ladder (Life Technologies, Cat. #10787018) were loaded on separate wells of the agarose gel and run at a constant voltage of ∼130 V for 40 min with 1× TBE as the buffer. Digested linear plasmid at the correct band size was cut and recovered from the gel using a Zymoclean Gel DNA Recovery Kit (Zymo Research, Cat. #D4002). Purity of the extracted DNA was checked using the 260 to 280 nm and the 260 to 230 nm wavelength absorbance ratios. If the ratio of absorbance at 260 to 230 nm was lower than 2.0, then a second round of purification was performed using a PureLink PCR Purification Kit (Life Technologies, Cat. #K310002). Ligations at different vector/insert ratios were done overnight at 20°C using a T4 DNA Ligase (NEB, Cat. #M0202T).

### Generation of catalytic knockouts

The protocol described in the following section is an adaptation of the method described in Chiang et al. (2016). Risk assessments and training prior to performing the gene-editing experiments were completed and approved (Reference No. EM68).

*TUT4 (ZCCHC11)* exon 12 and *TUT7 (ZCCHC6)* exon 14 were successfully targeted using CRISPR/Cas9-mediated gene editing. Cas9 expressing plasmid All-in-One nickase vector (Chiang et al. 2016) was used as the backbone vector (kind gift by Steve Jackson laboratory, Gurdon Institute). This is an All-in-One vector that expresses a Cas9 mutant nickase (RuvC^D10A^), enhanced green fluorescent proteins (EGFP), and the target-specific small guide RNAs. Two pairs of guide RNAs were ligated with T4 DNA ligase (NEB, Cat. #M0202T), after restriction digestion of the vector using Bsa1 (NEB, Cat. #R0535S) and BbsI (NEB, Cat. #R0539S) as per NEB recommendations. One shot TOP10 chemically competent cells (Invitrogen, Cat. #C4040-03) were transformed and selected on LB plates with ampicillin selection. The transformed *E. coli* was grown in LB broth with ampicillin, and the recombinant plasmids were purified using a Qiagen Plasmid Maxi Kit (Cat. #12163). Plasmids were sent for Sanger sequencing (Genewiz Services) to further validate the ligation and sequence of the sgRNA.

A total of 8 µg of endotoxin free plasmids were aliquoted in 30 µL of water. 10^7^ cells were resuspended in 1 mL of resuspension buffer R (Neon Transfection System 100 µL Kit, Thermo Scientific, Cat. #MPK10025). An amount of 120 µL of cells in resuspension buffer were added to the plasmid mix. The DNA-cell mix was then electroporated in 3 mL of electrolyte buffer E2 (Neon Transfection System 100 µL Kit, Thermo Scientific, Cat. #MPK10025) at 1400 V for 30 msec at the rate of 1 pulse. The cells were immediately transferred to a serum-rich media. EGFP expression after 48 h of electroporation denoted successful transfection.

Cells were trypsinized and washed with phosphate buffered saline (PBS). Centrifugation was done at 1000 rpm for 3 min to pellet the cells. The cell pellet was resuspended in 500 µL of PBS. EGFP-positive cells were either sorted in a single-cell suspension per well of a 96-well plate or bulk sorted in a single tube with serum-rich media. Bulk sorted control cells and EGFP-positive cells were plated in a 10 cm Petri dish with serum-rich media. Crude cell lysates were prepared using 5 µL of cell suspension in 20 µL of DirectPCR Lysis reagent containing Proteinase K (Viagen Biotech, Cat. #302-C) by following manufacturer instructions. Primers were designed either ∼300 bp or ∼600 bp away from the site targeted by the sgRNAs. PCR was performed using Q5 high fidelity polymerase (NEB, Cat. #M0491) using recommended settings. Clones with unexpected band shifts as compared to the wild-type were then sent for Sanger sequencing to confirm deletions and insertions. Genomic DNA for genotyping was purified using a DNeasy Blood & Tissue Kit (Qiagen, Cat. #69504). Mutations on each copy of the gene were further explored using a TOPO TA Cloning Kit (Invitrogen, Cat. #450030) according to the manufacturer's recommendations. Further validation was done via western blotting

### Stable cell line generation

The Lenti-X 293T cell line was kindly provided by the Steve Jackson laboratory (Gurdon Institute). A risk assessment (Reference No. EM67) was completed and approved before performing experiments that used lentiviruses. psPAX2 (Addgene Plasmid #12260) that expresses gag and pol genes along with pMD2.G (Addgene Plasmid #12259) that expresses the VSV-G envelope protein were used as packaging plasmids. Validation of psPAX2 was done with EcoRI (NEB, Cat. #R3101), which results in two bands at ∼6 kb and ∼4 kb on agarose gel electrophoresis. Validation of pMD2.G was done by double digestion with BamH1 (NEB, Cat. #R3136) and HindIII (NEB, Cat. #R3104), which results in two bands at ∼3 kb and ∼2.8 kb on agarose gel electrophoresis. All transfer vectors were driven by the CMV promoter and had puromycin as the antibiotic selective marker.

The protocol for lentiviral production was obtained from the Steve Jackson laboratory (Gurdon Institute). For virus production, 10 cm Petri dishes (Corning, Cat. #10212951) were precoated with 0.1% gelatin for 15 min. The Lenti-X 293T cells were seeded at 1:3 and 1:4 dilutions on two gelatin-coated plates. The following day, the cell cultures at 80%–90% confluency were chosen for lentiviral production. 7.23 µg of psPAX2, 1.56 µg of pMD2.G, and 2.93 µg of the transfer plasmid with the transgene of interest were aliquoted in a 1.5 mL Eppendorf tube and thoroughly mixed by pipetting (Tube 1). An amount of 624 µL of Opti-MEM (Gibco, Cat. #11058021) and 35.1 µL of TransIT-Lenti transfection reagent (Mirus Bio, Cat. #MIR6600) were aliquoted in another 1.5 mL Eppendorf tube and thoroughly mixed (Tube 2). Both Tube 1 and Tube 2 were incubated for 5 min at room temperature in a biosafety cabinet in a containment level 2 room. Subsequently, the contents of Tube 2 were added and mixed with Tube 1 and incubated for 25–30 min at room temperature. After the incubation, the Lenti-X 293T cells were transfected with the mix and lentiviruses from the condition media were collected after 48 h. The collected viruses were syringed through a 0.45 µm filter (Sartorius, Cat. #16555-K). The harvested lentiviruses were then stored at 4°C for up to a week or at −70°C for longer storage.

Recipient cells were passaged at 1:2, 1:3, and 1:4 dilution. Cell cultures at 60%–70% confluency were chosen for transduction. Cells were initially transduced with a range of viral doses in fivefold increments starting at 10 µL. The maximum viral dose was ∼500 µL per well. Complete media was used as the dilution media. Transduced cells were incubated for 48 h.

Puromycin (InvivoGen, Cat. #ant-pr-1) was used as the antibiotic selective marker. Prior to transduction, the optimal puromycin dose was determined by incubating cells at 0, 0.5, 1, 1.5, 2, and 4 µg/mL of puromycin diluted in complete media. Cells were incubated for a period of 10 d with media replacement every 3–4 d. The minimum puromycin concentration that was lethal for 100% of the noninfected cells was selected as the optimal puromycin selection concentration for that cell line. After transduction, infected cells were trypsinized and seeded in a new well of a six-well plate along with a noninfected control in a separate well and incubated with the optimal puromycin dose for 10 d with media replacement every 3–4 d. The nontransduced control did not survive after 10 d but the cells with a successful integration event survived the puromycin selection and treatment. Stable cell lines were further validated for the presence of the transgene on a western blot or under a fluorescence microscope if the transfer plasmid had an EGFP or mCherry marker.

### Western blot

Precast NuPAGE 3%–8% Tris-acetate gels (Invitrogen, Cat. #EA0378BOX) and NuPAGE 4%–12% Bis-Tris Gel (Invitrogen, Cat. #NP0335BOX) were used for separating the proteins as per manufacturer instructions. Running buffers, NuPAGE TA SDS (Invitrogen, Cat. #LA0041), NuPAGE MOPS SDS (Invitrogen, Cat. #NP0001), and NuPAGE Transfer buffer (Invitrogen, Cat. #NP00061) were used. Primary antibodies used were ZCCHC11 (Proteintech, Cat. #18980-1-AP, Lot#00010451), ZCCHC6 (Proteintech, Cat. #25196—1-AP), ZCCHC6 (Merck, Cat. #HPA020620), LIN28A (Cell Signaling, Cat. #3978), LIN28B (Cell Signaling, Cat. #4196), and Tubulin (Merck, Cat. #9026). Secondary antibodies used were anti-rabbit (GE Healthcare, Cat. #NA934) and anti-mouse (GE Healthcare, Cat. #NA931).

### RNA extraction and quality control

RNA was isolated using TRIsure (Bioline, Cat. #BIO-38033) and phase lock tubes (Quantabio, Cat. #733-2478) following standard chloroform-isopropanol extraction. Isolated RNA then underwent TURBO DNase treatment (Ambion, Cat. #AM1907) to remove DNA contaminants. Purity values were measured using Nanodrop. Qubit RNA BR Assay Kit (Thermo Fisher Scientific, Cat. #Q10210) was used to quantify RNA. Reverse transcription was performed using appropriate TaqMan kits (Applied Biosystems) and qPCR was done as per instructions. Analysis of the qPCR results and statistics were performed using the R package “pcr” (Ahmed and Kim 2018).

### Small RNA library preparation and analysis

The small RNA libraries were prepared using a NEXTFlex Small RNA-seq Kit v3 (Cat. #NOVA-5132-06) according to the manufacturer's recommendations. The 3′ adaptors, TGGAATTCTCGGGTGCCAAGG were trimmed using cutadapt (Martin 2011) and further processed to trim the first and last four random bases that act as unique molecular identifiers or UMIs. Use of such UMIs ensures the identification of PCR duplicates that arise as a result of PCR amplification steps. Quality checks were performed using FastQC (Andrews 2010) to determine whether miRNAs had a clear peak at the expected size. Small RNA reads were analyzed with miRDeep2 (default parameters; Friedländer et al. 2012) using the *H. sapiens* (hg38) reference genome. Counts were imported into R and differential expression analysis was performed with DESeq2 (FDR < 0.01; Love et al. 2014). Principal component analysis (PCA) in R was performed to determine whether samples of the same genotype clustered together. *K*-means clustering (*k* = 15) of miRNAs was performed to group miRNAs with similar expression patterns across the samples. miRNA set analysis was performed with TAM 2.0 (Li et al. 2018). For proportion of modifications such as SNPs, analysis was performed using Chimira software (Vitsios and Enright 2015) and counts were obtained. All subsequent analyses of the modification profiles and counts were done using sRNAbench software (Barturen et al. 2014). Ratios or percentages of nontemplated additions were calculated by dividing the modified reads by the total number of reads (unless specified otherwise). Statistical analysis was performed using the ggstatsplot package in R (Patil 2018).

### mRNA library preparation and analysis

The mRNA sequencing libraries were prepared using NEBNext Ultra II Directional RNA Library Prep Kits (NEB, Cat. #E7765S) with the oligo dT selection module according to the manufacturer's recommendation. First, raw reads were trimmed for adaptors, low quality sequences, and short reads with Trimmomatic (parameters: ILLUMINACLIP: TruSeq3-SE.fa:2:30:10 SLIDING-WINDOW:4:28 MINLEN:20; Bolger et al. 2014). For the second step, ribosomal RNAs were removed with sortmeRNA (default parameters; Kopylova et al. 2012). Following this, read mapping was done to the reference genome *H. sapiens* (hg38) with HISAT2 (default parameters; Kim et al. 2015), and reads were then counted on genes with HTSeq-count (Anders et al. 2015). Counts were imported into R and differential gene expression analysis was performed with DESeq2 (FDR < 0.01; Love et al. 2014). Gene ontology analysis of differentially expressed genes was performed with g:Profiler (Raudvere et al. 2019). Further, statistical analyses on normalized counts for the boxplots were performed using the ggstatsplot package in R (Patil 2018). The web-based platform miRNet 2.0 (Chang et al. 2020) was used to identify miRNA–mRNA interactions. The list of IGROV1-specific down-regulated mRNAs and up-regulated miRNAs or vice versa were used as query, and gene ontology terms related to wound healing or cell migration were selected under function explorer (algorithm- hypergeometric test; database- GO:BP).

### Cell proliferation assays

Several dilutions of the DU145 wild-type and mutant cell lines (200, 400, 600, 800, 1000, and 1200 cells/well) were seeded in a six-well plate. Plates were incubated at 37°C and 5% CO_2_ in a humid incubator for 15 d. For IGROV1, 50,000/10,000 cells/well in a 24-well plate were seeded and incubated for 4 d. At the end point, plates were washed and stained with Crystal Violet (Merck, Cat. #V5265-250ML). In addition, proliferation assays at different dilutions and plate formats were performed using a Sartorius/Essen Biosciences IncuCyte System. For the 96-well plate format, the cell dilutions for each well per genotype were 10,000, 20,000, or 30,000 in technical replicates of three. Confluency was determined by label-free time lapse imaging at 2-h intervals using the IncuCyte System. Relative percent confluency at each time point was calculated by subtracting the initial confluency of seeded cells at the start point (time = 0) from the confluency at each time point.

### Growth curve measurements

Raw proliferation data (percent confluency) was obtained from time-lapse imaging using the IncuCyte analysis software. Data were analyzed using the growthcurver R package (Sprouffske and Wagner 2016). Initial confluency was subtracted from the confluency value at each time point. The growth rate was obtained by fitting the data to a logistic equation as given below (Sprouffske and Wagner 2016).

$$N_{t}=K/(1+e^{-rt}((K-N_{0})/N_{0})$$

In this logistic equation, *N*_0_ and *N*_*t*_ are cell confluency at the beginning and at time *t*, respectively. *K* is the maximum carrying capacity and *r* is the growth rate.

### Scratch assay

Cells were seeded in IncuCyte ImageLock 96-well plates (Sartorius, Cat. # 4806). At 90%–100% confluency, a uniform scratch was introduced using the IncuCyte Cell Migration Kit (Sartorius, Cat. #4493) and following manufacturer's instructions. Wound closure was measured by time lapse imaging at 2-h intervals and results were analyzed using the IncuCyte system. The R code for analyzing data was obtained from Grada et al. (2017).

### Transwell migration assay

8.0 µm pore 6.5 mm Corning Transwell inserts in a 24-well format (Merck, Cat. #CLS3422-48EA) were used for a qualitative cell migration assay. For the experimental group, the lower chamber comprised of 800 µL of cell culture medium supplemented with 10% fetal bovine serum (FBS) (Life Technologies, Cat. #10270106, Lot #42G6287K). For the control group, cell culture media without FBS was pipetted into the lower chamber. Adherent cells were trypsinized with 1× Trypsin (Life Technologies, Cat. # 25300054) and harvested in media without FBS. 150 μl of cell dilutions with 5 × 10^5^ cells/mL for DU145 were pipetted carefully into the upper insert chamber. For IGROV1, 100,000–150,000 cells were pipetted into the upper insert chamber. Transwell plates were incubated for 24 h at 37°C and 5% CO_2_ in a humid incubator. At the end point, plates were washed twice in 1× PBS and stained with Crystal Violet (Merck, Cat. #V5265-250ML) for 10 min. After staining, inserts were washed with water. The nonmigrated cells on the inside of the insert were removed with a cotton swab. In summary, this protocol was adapted from an application note titled “Cell migration and invasion quantification assay with acetic acid-dependent elution of Crystal Violet” by Corning, Life Sciences, Shanghai, China.

## DATA DEPOSITION

The data sets and code generated during this study are available at NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE179741.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## COMPETING INTEREST STATEMENT

E.A.M. is a founder of STORM Therapeutics Limited, Cambridge, UK and A.S. and B.G. are full-time employees of STORM Therapeutics Limited, Cambridge, UK. R.M. is a PhD student funded by STORM Therapeutics Limited, Cambridge, UK.

## Supplementary Material

Supplemental Material

## Figures and Tables

**Ragini Medhi:**
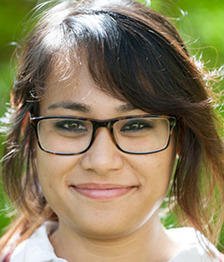

# Supplementary material for: RNA uridyl transferases TUT4/7 differentially regulate miRNA variants depending on the cancer cell type
**Source:** RNA. 2022 Mar;28(3):353–70. doi: 10.1261/rna.078976.121
**Supplement:** Supplemental Material

RNA uridyl transferases TUT4/7 differentially regulate miRNA variants depending on the cancer cell-type — RNA uridyl transferases TUT4/7 differentially regulate miRNA variants depending on the cancer cell type — Supplemental Material 

# RNA uridyl transferases TUT4/7 differentially regulate miRNA variants depending on the cancer cell type

## Supplemental Material

- Supplemental\_material\_.pdf

How the deposited data were processed for this re-analysis (not part of the article)

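Small RNA and poly(A)-selected RNA were measured in 3 cell lines, DU145, LIN28A OE DU145 and IGROV1. Each line has 3 groups (wild-type cells, TUT4/7 cKO #1 and TUT4/7 cKO #2) of 4 serial passages, which gives 36 libraries for each kind of RNA and 72 in all. Conditions were taken from the sample labels as deposited. The 8 cKO libraries of a line come from 2 clones, so the number of independent mutant lines behind any difference is 2. For cKO #2 of DU145 and both mutants of IGROV1, the deposited labels carry a clone name whose last number rises by 1 with each replicate. Titles and paper make each of these 1 clone, and that reading was used; whether the replicates are passages or subclones is not settled by the labels.

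For small RNA, made with the NEXTFlex kit, the authors trimmed adapters with cutadapt and removed 4 random bases at each read end. Whether they collapsed reads with the same random bases is not stated. The authors then called nontemplated additions and internal changes with Chimira and deposited raw read counts per miRNA and modification pattern, 1 file per library. The paper names sRNAbench for its later modification profiles, and no sRNAbench output was used here. With miRDeep2 at default parameters and hg38, the authors also made 1 table of raw counts per mature miRNA and precursor, as deposited, with 2948 lines for 2588 mature miRNAs. Its 36 further columns, 1 per library, were not used here. For mRNA, the authors trimmed reads with Trimmomatic, removed rRNA reads with sortmeRNA, mapped the others to hg38 with HISAT2 and counted them with HTSeq-count. They deposited raw counts for 26485 gene symbols per library, without normalization. The library kit is directional, and neither the strand option of the counting nor the gene annotation is stated, so overlapping antisense genes and near-identical copies carry that uncertainty.

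The closing lines of each mRNA file that name no gene were left out of library sizes and tests. Reads on no annotated gene came to a median of 10.3% of the reads listed in the file (7.25% to 12.6%), reads without a unique position to 10.1%, ambiguous reads to 1.62% and unaligned reads to 3.14%. The 10 most abundant genes held 2.87% to 5.45% of the counts of an mRNA library, and the 10 most abundant miRNAs held 64.2% to 79.1% of the reads of a small RNA library. No pair of libraries within a group was identical among the 54 pairs of each kind of RNA.

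Modification counts summed to between 5707942 and 14067165 reads per small RNA library, miRDeep2 counts to between 5703566 and 13957450, and counts on genes to between 7195437 and 25054688 per mRNA library. At the lowest depth of small RNA, the Wilson 95% interval of the weighted percentage of mono-U ran from 0.318% to 0.327%, which covers counting error only. The spread between libraries is given as the SD of a group. For all 36 small RNA libraries, abundances in the miRDeep2 table were compared with those in the modification counts across 356 miRNAs. They were most alike under the same label for 34 libraries. The miRDeep2 columns of the libraries labelled LIN28A OE DU145 wild type replicate 2 and cKO #1 replicate 2 matched each other's modification counts. Both labels were kept, and no library was moved to another group.

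From the modification counts, additions at the 3′ end were read per miRNA as A, U, C or G only, of length 1 or of any length. The isomiR percentage of a miRNA is its reads with an addition over all its reads in the library, and the mean isomiR percentage averages it over miRNAs with at least 10 reads. The weighted percentage divides all reads with the addition by all miRNA reads, or by the reads of the 3p or 5p arm. For the count of 3p miRNAs with more A and less U additions, miRNAs needed a mean of at least 10 reads in each genotype of both lines and additions on at least 1% of the wild-type reads in both. The arm ratio is the log2 ratio of 5p to 3p reads of a hairpin with at least 10 reads on each arm in every library.

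Differential abundance was fitted with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by the quasi-likelihood test after TMM normalization, in the 12 libraries of a line and with the 8 cKO libraries as one group. Features needed at least 10 counts in at least 4 of the 12 libraries. A mature miRNA listed under several precursors (224 of them) was taken from the line with the highest total. P-values are two-sided and were adjusted by the Benjamini-Hochberg method, with the paper's threshold of 0.01. The paper used DESeq2, which was run as an alternative (version 1.42.0). A standard error of a log2 fold change is its size divided by the square root of the F statistic. Differences between lines were tested as the interaction of cell line and genotype in the 24 libraries of both lines. The clones were also modelled as separate groups, each against wild type and against each other. Because such comparisons share their wild-type libraries, all groups of a line, wild type included, were simulated as unchanged (10 simulations per line). The simulated clones did not differ from each other. The resulting correlation therefore covers sharing and the spread between replicates, without differences between clones.

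The isomiR percentages and arm ratios of wild-type and cKO libraries were compared by two-sided exact permutation tests over all splits of the 12 libraries into 4 and 8. The smallest p this can give is 0.00404. With 10 measures in 3 lines, 30 isomiR tests were adjusted together, and arm ratios were adjusted over the hairpins of a line, with a threshold of 0.05. The change of an isomiR percentage was compared between lines by permuting line labels within each genotype, over all 900900 permutations. Principal components were taken from log2 CPM (TMM, prior count 2) of the 500 features with the highest variance, centred and not scaled.

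Features named in the text are the miRNAs and mRNAs that the paper names, TUT4, TUT7, LIN28A, enzymes that adenylate or trim miRNAs, the let-7 family, and by rule the 2 with the largest rise and the 2 with the largest fall per line. The rule took those with an adjusted p under 0.01, a mean count of at least 100 in the higher group and the same direction in both clones. The hairpins that switch arms beside miR-324, let-7d-3p and miR-21-5p were named after their values were seen, because they belong to short counts or hold a large share of the reads. Some genes that the paper names are not reported here. Gene symbols are those of the deposited counts. Coordinates, chromosomes and 3′ UTRs come from GENCODE release 44 on GRCh38, the assembly that hg38 names, and 91.6% of the genes tested in DU145 and 91.1% of those tested in IGROV1 had a 3′ UTR there.

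Serial passages carry replicate numbers, so same-numbered libraries were checked for shared deviations from their group means. In 3 of the 9 mRNA comparisons every same-numbered pair had a correlation over 0.1, namely cKO #1 with cKO #2 in DU145 and in IGROV1, and wild type with cKO #2 in LIN28A OE DU145. In the small RNA, 0 of 9 did. The pairing is thus seen in the values and stated by neither the paper nor the labels. With the replicate number as a block, these 3 comparisons gave 5030, 2799 and 3900 mRNAs, against 4645, 2294 and 3196 without it.

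Alternatives listed before the data were examined were DESeq2 with its size factors, library-size scaling, no filter or at least 10 counts in every library, an absolute log2 fold change of at least 1, the replicate number or the sequencing run as a covariate, all 36 libraries in one fit, the average of 2 clone groups, the same sign in each clone, the sum over precursors, and each library left out in turn. For isomiR percentages they were minimums of 1 and 100 reads, only miRNAs with the addition, pooled reads, leaving out the 5 most abundant miRNAs of a line, each clone by itself, permutation within replicate numbers, and miRDeep2 counts for arm ratios. For the counts of 3p miRNAs they were a mean of at least 100 reads and additions on at least 5% of the reads. For principal components they were all features and DESeq2's variance-stabilised counts. Chosen after the data were examined were miRNA counts taken from the modification counts, leaving out the 2 libraries whose miRDeep2 counts match crosswise, arm percentages over all miRNA reads, a minimum of 1 read together with only miRNAs that carry the addition, the alternatives for comparisons of single clones and for the hypotheses of the closing section, the permutation of line labels, and the count of hairpins whose libraries do not overlap.

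Every comparison of libraries across many features was repeated for other splits of the same libraries, 100 drawn with a fixed seed where there were more, or all 35 for 4 against 4 libraries. The hypotheses tested beside the paper's claims used a list of 20 epithelial and a list of 15 mesenchymal marker genes, 3′ UTR seed matches of miR-200c-3p and of miR-141-3p, the correlation of both arms of a hairpin, the correlation of uridylation with abundance, the correlation of clone differences between lines, and the share of variance explained by chromosomes. Lists and gene sets were compared with 10000 random ones matched on mean expression, and for seed matches also on 3′ UTR length.

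The scripts were tested on simulated data before use. With 200 features changed by a log2 fold change of 1, edgeR at the same threshold recovered 83%, 31% and 85% of them in the miRNA counts of DU145, LIN28A OE DU145 and IGROV1, with at most 1 false call each. In the mRNA counts it recovered 80%, 75% and 68.5%, with at most 4 false calls. The interaction of DU145 and IGROV1 recovered 55% of the miRNAs and 40% of the mRNAs. In these simulations both clones of a line had the same effect and the spread was that within a group. The rates therefore leave out differences between clones, which the real counts hold. For the miRNAs of LIN28A OE DU145, that spread came from the columns as labelled, with the 2 that match crosswise included. Of 200 miRNAs simulated in DU145 alone with more A and less U, 200 were found, as were 35 of 99 unchanged ones. The count uses directions only, and these rates are for 1 line, not for the count in both lines. Of 20 hairpins with a simulated shift 20 were found, and 1 of 130 without one. The tests of gene lists, seed sites, arms and chromosomes each found 20 of 20 simulated effects, and at most 2 of 20 simulated sets without one. Calculations outside R used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

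Gene ontology and miRNA set enrichment, the clusters of miRNAs and mRNAs, the network of miRNAs and targets, cell growth, migration and drug assays, blots and qPCR were not analysed here. Which let-7 precursors carry the CSD motif was not analysed here either, since the paper's text does not list them. Raw reads were not used here.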

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

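Of the 104 tests in the parts that follow, 69 were set before the result they measure was seen and 35 were chosen only after it. In this part, the tests chosen only after are those of library size, mislabelled libraries, library batches and miRNAs with few reads, and both tests of results that set DU145 against LIN28A OE DU145, apart from the splits.

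In 14 of 141 groups of 4 libraries, 1 library lay far from the others; chance would give 7.05. Far means that the gap to the nearest library, divided by the range of the group (Dixon's ratio), was above the critical value of Dixon's test at 0.05. The paragraphs that follow, up to that on LIN28A in IGROV1, cover these values. The design gives no biological difference between replicates of 1 clone beyond the passage, so no biological explanation was tested for them.

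Replicate 3 of TUT4/7 cKO #2 in LIN28A OE DU145 lay below the other libraries of its group in uridylation. Its weighted mono-U percentage was 0.242% against at least 0.258% in the other 3, and its U additions of any length 0.253% against 0.271% to 0.274%. Library size is argued against, since its 6718009 small RNA reads lie inside the range of the other 3. An exchange with a WT or cKO #1 library of the line is argued against by its miRNA abundances. Along PC2 of the small RNA libraries of DU145 and LIN28A OE DU145 its score was 12.9, with 11.9 to 14.0 in the other 3 and at most 1.36 in WT and cKO #1. A candidate explanation that stays open is a few abundant miRNAs: without the 5 most abundant, Dixon's ratio fell to 0.362 for mono-U and to 0.375 for U of any length.

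Replicate 1 of WT in LIN28A OE DU145 lay above the other libraries of its group in adenylation. Weighted mono-A was 8.05% against 6.54% to 6.68%, mono-A on 5p miRNAs 8.74% against 6.89% to 7.00%, and A additions of any length 9.07% against 7.10% to 7.29%. Library size is argued against, since its 9939811 reads lie inside the range of the other 3. An exchange with a cKO library is argued against by its mono-U of 1.75%, above every cKO library of the line. A few abundant miRNAs stay open as a candidate explanation: without the 5 most abundant, Dixon's ratio was 0.504, 0.508 and 0.608 for the 3 measures.

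In IGROV1, replicate 1 of WT lay below the other libraries of its group in weighted mono-A, at 2.76% against 2.87% to 2.88%. Its 12397326 reads lie inside the range of the other 3, which argues against library size. Its mono-U of 2.37%, above every cKO library of the line, argues against an exchange with a cKO library. A few abundant miRNAs stay open as a candidate explanation, since without the 5 most abundant miRNAs the library was neither lowest nor highest of its group (ratio 0).

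In IGROV1, replicate 4 of TUT4/7 cKO #1 lay below the other libraries of its group in adenylation and in TUT4 mRNA. Weighted mono-A was 2.18% against 2.43% to 2.46%, A additions of any length 2.42% against 2.73% to 2.77%, and TUT4 (ZCCHC11) 12.0 CPM against 31.2 to 33.5 CPM. A few abundant miRNAs are argued against, since without the 5 most abundant Dixon's ratio was 0.880 for mono-A and 0.874 for A of any length. An exchange with a WT library is argued against by its mono-U of 0.322%, below every WT library of the line. For TUT4, library size stays open for this library, whose 7729672 mRNA counts were the fewest of its group (others 9686752 to 18889729). As a general cause library size is argued against. The library with the fewest mRNA counts was lowest in TUT4 in 2 of the 9 groups, this group included, and chance would give 2.25. Replicate 4 of cKO #2 was low in TUT4 as well (17.5 CPM, others 27.1 to 30.2 CPM), with 15192965 counts, inside the range of its group. For adenylation, library size and a difference in the cells cannot be told apart. The small RNA library held 5707942 reads, the fewest of its group, and replicate 4 of cKO #2 had the fewest reads and the lowest mono-A of its group too (2.58%).

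The numbers of reads of 3 libraries lay far from the others of their groups. For LIN28A OE DU145, replicate 2 held 14067165 small RNA reads in TUT4/7 cKO #1 (others 8730081 to 9443469) and 10002428 in TUT4/7 cKO #2 (others 6534572 to 6773515). In DU145, replicate 4 of TUT4/7 cKO #1 held 7195437 mRNA counts (others 10833006 to 11255702). Replicate 2 was the deepest small RNA library in 7 of the 9 groups, and replicate 4 had the fewest mRNA counts in 5 of the 9. A library batch, the pooling of libraries and the passage cannot be told apart here, since 1 library per passage was made in each group.

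In DU145, replicate 4 of TUT4/7 cKO #2 held TUT7 (ZCCHC6) at 14.6 CPM against 24.4 to 25.8 CPM in the other 3. Library size is argued against, since its 10341392 mRNA counts lie inside their range. The value does not stand alone. Replicate 4 was lowest in TUT4 and in TUT7 in 4 of the 4 mutant groups of DU145 and IGROV1, in 0 of the 2 of LIN28A OE DU145 and in 0 of the 3 WT groups. A library batch of replicate 4 shared by WT and mutants is argued against. In DU145 and IGROV1 the deviations of its mRNAs from the group means had r of at most 0.0688 between WT and a clone. Between the clones r was 0.78 in DU145 and 0.90 in IGROV1. A library batch of the mutants alone and their passage cannot be told apart, since 1 library per passage was made in each group. A difference in the cells stays open and was not tested.

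In IGROV1, replicate 1 of WT held LIN28A at 174 CPM against 239 to 244 CPM. Its 19315284 mRNA counts lie inside the range of the other 3, which argues against library size. No other explanation was tested, and chance stays open.

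The effect of the cKO differed between DU145 and IGROV1 for 143 of 792 miRNAs and 1770 of 15212 mRNAs (edgeR interaction term, adjusted p-value under 0.01). The change was more positive in IGROV1 for 60 of these miRNAs and 721 of these mRNAs, and more positive in DU145 for 83 and 1049. 1 of the 100 splits of the libraries gave as many miRNAs and 1 of 100 as many mRNAs, the real split in each case; the highest counts among the others were 9 and 713. A difference in library size between the lines is argued against as the whole cause, since depth alters power and not direction: 9 miRNAs and 53 mRNAs were called in both lines in opposite directions. Differences between single clones stay open. Of the 143 miRNAs, 88 (61.5%) were also called between the clones of DU145 or of IGROV1, and of all 792 tested 53.4% were (one-sided Fisher's exact test, p = 0.0194). For mRNAs the share was 749 of 1770 (42.3%), and 40.8% of all tested (one-sided Fisher's exact test, p = 0.0845). These shares decide nothing, since features with more counts are called more easily in both comparisons. Clone and cell line cannot be told apart, since each line has 2 clones of its own. A biological difference between the lines, which differ in tissue and LIN28A, stays open as well and was not tested.

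The effect of the cKO differed between DU145 and LIN28A OE DU145 for 7 of 737 miRNAs (edgeR interaction term), 4 more positive with LIN28A and 3 less. 2 of the 100 splits gave as many, the real one included, and the highest count among the others was 9. An exchange of 2 columns of the count table, described under the other observations, stays open as a candidate explanation for so low a count: with counts from the isomiR files, 17 miRNAs differed. An effect of LIN28A itself stays open too and was not tested apart from it.

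On the log2 scale, the fall of uridylation in the cKO was larger in DU145 than in IGROV1. The log2 change of the mean mono-U isomiR percentage was −3.44 in DU145 and −1.997 in IGROV1, a difference of 1.44 (permutation of the line labels within each genotype, 900900 splits, adjusted p-value 0.000955 over 20 tests). By weighted percentages the differences in the permutation test were 1.06 for mono-U (adjusted p-value 0.00108), 1.08 for mono-U on 3p miRNAs (adjusted p-value 0.00108), 1.06 for mono-U on 5p miRNAs (adjusted p-value 0.000955) and 1.12 for U additions of any length (adjusted p-value 0.00108). Within each line every cKO library lay below every WT library for these 5 measures. In percentage points the order depends on the measure. The fall was larger in IGROV1 for weighted mono-U (1.84 against 1.48), mono-U on 3p miRNAs (5.82 against 5.76) and U of any length (2.07 against 1.72), where WT levels were higher. It was larger in DU145 for mono-U on 5p miRNAs (0.397 against 0.311) and for the mean isomiR percentage (5.09 against 4.41). A few miRNAs taking most of the reads are argued against, since without the 5 most abundant the 4 weighted differences were 1.01, 1.17, 1.31 and 1.08. By clone, weighted mono-U was 0.0866% in cKO #1 and 0.190% in cKO #2 (WT 1.62%) in DU145 and 0.328% in cKO #1 and 0.408% in cKO #2 (WT 2.21%) in IGROV1. Differences between single clones and biological differences between the lines stay open; the permutation treats the libraries of a genotype as replicates and was not run by clone.

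The change of adenylation differed between the lines in the other direction on the same scale. The log2 change of the mean mono-A isomiR percentage was 0.55 in DU145 and 0.38 in IGROV1, a difference of −0.17 (permutation test, adjusted p-value 0.0145). By weighted percentages the differences in the permutation test were −0.38 for mono-A (adjusted p-value 0.00108), −0.27 for mono-A on 3p miRNAs (adjusted p-value 0.00236), −0.58 for mono-A on 5p miRNAs (adjusted p-value 0.00108) and −0.37 for A additions of any length (adjusted p-value 0.00140). Weighted mono-A rose in DU145 (log2 change 0.23) and fell in IGROV1 (−0.15). Without the 5 most abundant miRNAs the differences were −0.29 for mono-A, −0.42 on 3p miRNAs and −0.33 for A of any length, which argues against a few abundant miRNAs as the whole cause of these 3. On 5p miRNAs the difference shrank to −0.16, so a few abundant miRNAs stay open as a candidate explanation for that measure. By clone, weighted mono-A was 8.22% in cKO #1 and 8.20% in cKO #2 (WT 7.00%) in DU145 and 2.38% in cKO #1 and 2.79% in cKO #2 (WT 2.85%) in IGROV1. Differences between single clones and between the lines stay open, and the permutation was not run by clone.

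Between DU145 and LIN28A OE DU145, 1 of 10 isomiR measures changed differently: weighted mono-A on 5p miRNAs, with log2 changes of 0.17 and −0.11, a difference of −0.28 (permutation test, adjusted p-value 0.0324). The adjusted p-values of the other 9 permutation tests ranged from 0.0621 to 0.991. A few abundant miRNAs stay open as a candidate explanation, since without the 5 most abundant the LIN28A OE DU145 value rose by 0.393 percentage points instead of falling. An effect of LIN28A stays open and was not tested. Differences between single clones stay open as well, since this permutation was not run by clone either.

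A signal appeared in libraries for which the text of the paper gives no isomiR values, those of LIN28A OE DU145; the supplemental figures were not used here. The mean mono-A isomiR percentage was 8.74% ± 0.679 (SD, n = 8) in the cKO, above the WT libraries at 6.21% ± 0.264 (SD, n = 4), with every cKO library above every WT library (exact permutation test, adjusted p-value 0.00505). miRNAs with few reads are argued against as the cause, since with a minimum of 100 reads the value still rose by 2.23 percentage points. No other technical explanation was tested. A rise after loss of TUT4/7 in this line stays open as a hypothesis; by clone it was 9.30% in cKO #1 and 8.19% in cKO #2 (WT 6.21%).

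In the same line the arm ratio of miR-324, given in the paper for DU145 and IGROV1, changed as well. The mean log2 ratio of 5p to 3p reads was 0.28 in the cKO against −0.55 in WT, with every cKO library above every WT library (exact permutation test, adjusted p-value 0.0692, not under 0.05). By clone, the cKO #1 libraries lay at −0.06, 0.44, −0.29 and −0.21, and the cKO #2 libraries between 0.48 and 0.75. The mean above 0 thus came mainly from cKO #2. The lowest cKO library was at −0.29 and the highest WT library at −0.34. The ranges come close to each other, so chance in small groups stays open beside an effect of TUT4/7 loss. No technical explanation was tested.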

How the results depend on the processing

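No test of an explanation is reported in this part; the settings chosen only after the results were seen are those for miRNA counts from the isomiR files, the 2 libraries with exchanged columns, single-clone comparisons, and the hypotheses under the other observations. All other settings were chosen before the data were examined. Of 118 results that answer a comparison, 66 kept their direction and their side of the threshold, or stayed within their limits, under every setting run for them. Of 107 named miRNAs and mRNAs by line, 70 did. Among the named ones, settings other than a left-out library gave 44 gains of a call, 16 losses of a call and 15 reversals, with 1026 unchanged. Leaving out 1 library gave 9, 27 and 31, with 1317 unchanged. For the results that answer a comparison, the values that changed follow by setting; except where a reason is given, the cause was not tested.

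Requiring an absolute log2 fold change of at least 1 lowers counts by its construction: to 73 miRNAs in DU145 (from 121), 171 in IGROV1 (from 265), 302, 221 and 1628 mRNAs in DU145, LIN28A OE DU145 and IGROV1 (from 635, 544 and 2736), and 1 let-7 family member in DU145 (from 3). Averaging both clone groups raises counts, since the difference between the clones then no longer counts as spread: 259, 1 and 398 miRNAs and 2676, 2774 and 4161 mRNAs in DU145, LIN28A OE DU145 and IGROV1. In that fit 6 let-7 members were called in DU145 and 8 in IGROV1 (9 adjusted over the list alone). Shared by DU145 and IGROV1 were 154 miRNAs and 879 mRNAs, and by DU145 and LIN28A OE DU145 1 miRNA and 1460 mRNAs. It also reversed let-7i-3p (−0.43) and let-7i-5p (−0.25) in IGROV1. Calling by the same sign in each clone alone reversed let-7i-3p (−0.43) and let-7i-5p (−0.25) likewise, and gave 818 mRNAs in LIN28A OE DU145.

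With the replicate number as a block (paired by passage), 68 miRNAs were called in DU145, 229 mRNAs in DU145 and 300 in LIN28A OE DU145. Between DU145 and LIN28A OE DU145 1 miRNA differed, 3 let-7 members were called in DU145 over the list alone, and in LIN28A OE DU145 6 miRNAs between cKO #2 and WT and 6 between the clones. In IGROV1 0 hairpins changed their arm ratio and 0 switched, because the permutation within replicate numbers cannot give a p under 0.0247; 16 hairpins, against 0.497 expected by chance, still had groups that do not overlap. For the 3 mRNA comparisons whose same-numbered libraries deviate together, the replicate block changed no call beyond the counts given with the data processing. For the other comparisons, the lowest correlation of a same-numbered pair was −0.45 in mRNA and −0.13 in small RNA of DU145 and IGROV1, so the numbers were not taken to pair the libraries there. In small RNA of LIN28A OE DU145 the check decides nothing, since the exchanged columns force opposite deviations.

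Library-size scaling moved the median log2 fold change of all mRNAs to 0.0875 in DU145 and 0.13 in LIN28A OE DU145 (from 0.0270 and 0.0308), and that of all miRNAs of LIN28A OE DU145 to 0.26 (from 0.0571). Relative to that shift the balance of calls turned: 348 higher and 234 lower mRNAs in DU145 (main 273 and 362), and 305 and 228 in LIN28A OE DU145 (main 176 and 368; with DESeq2 628 and 832). The same scaling gave 5 let-7 members in DU145, 10 miRNAs between cKO #2 and WT and 18 between the clones in LIN28A OE DU145, and reversed miR-652-3p in IGROV1 (0.0477), PAPD4 in DU145 (0.0418) and the median of mRNAs with a miR-141-3p seed site in DU145 (0.00988, main −0.0495). It moved the balance of miRNAs between cKO #2 and cKO #1 to 309 higher and 54 lower (main 135 and 131) in DU145, 13 higher and 5 lower (main 9 and 20) in LIN28A OE DU145 and 134 higher and 94 lower (main 118 and 126) in IGROV1. For cKO #1 against WT it was 98 higher and 201 lower (main 144 and 155) in DU145, and for cKO #2 against WT 203 higher and 58 lower (main 125 and 110) in DU145 and 6 higher and 4 lower (main 8 and 9) in LIN28A OE DU145. For mRNAs it was 2984 higher and 1805 lower (main 2318 and 2327) in DU145 and 3635 higher and 2178 lower (main 2928 and 2838) in LIN28A OE DU145 between the clones, and 2147 higher and 1125 lower (main 1524 and 1581) and 2333 higher and 1048 lower (main 1477 and 1719) for cKO #2 against WT.

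DESeq2 with its size factors called 1449 mRNAs in DU145 and 1460 in LIN28A OE DU145, 437 shared by DU145 and IGROV1 (main 150) and 641 by DU145 and LIN28A OE DU145 (main 232). In LIN28A OE DU145 it called 59 miRNAs between cKO #2 and WT (main 17) and 73 between the clones (main 29). Between DU145 and LIN28A OE DU145 14 miRNAs differed (main 7), 2 of them let-7 members, and miR-652-3p in IGROV1 reversed (0.0387, main −0.00189). With at least 10 counts in every library, so with fewer genes tested, 1100 mRNAs differed between DU145 and IGROV1 (main 1770), 3 let-7 members were called in DU145 over the list alone (main 5), and let-7d-5p in DU145 (0.0238), miR-652-3p in IGROV1 (0.0261) and PAPD4 in DU145 (0.00281) reversed. With the sequencing run as a covariate, 3 let-7 members were called in DU145 over the list alone. With all 36 libraries in 1 fit, 1 was called in LIN28A OE DU145 over the list alone (main 0, 4 at an unadjusted p under 0.05), and miR-652-3p (0.0691) and CELSR3 (0.00238) in IGROV1 reversed. The sum over precursors reversed miR-103a-3p (0.0194) and miR-652-3p (0.13) in IGROV1.

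With miRNA counts from the isomiR files, 76 miRNAs were called in LIN28A OE DU145 (main 0, 80 at an unadjusted p under 0.05), 17 differed from DU145 (6 of them let-7 members, main 0), and 41 were shared with DU145. In that line 5 let-7 members were called (5 over the list alone), with a median log2 fold change of 1.85 (main 1.04), and miR-652-3p in IGROV1 reversed (0.0764). Without the 2 libraries with exchanged columns, 41 miRNAs and 5 let-7 members were called (5 over the list alone; median 1.93), and 16 miRNAs with 5 let-7 members differed from DU145. With isomiR counts and without both, 38 miRNAs and 5 let-7 members were called (5 over the list alone; median 1.94).

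Weighted adenylation depended on abundant miRNAs and on the clone. Without the 5 most abundant miRNAs the change in LIN28A OE DU145 was 1.53 percentage points for mono-A and 2.09 for A of any length, both now past the threshold (main 0.100 and 0.373), and 0.393 for mono-A on 5p miRNAs (main −0.538). In IGROV1 it turned to 0.372 for mono-A, 0.213 on 5p miRNAs and 0.474 for any length (main −0.261, −0.658 and −0.195). With cKO #1 alone mono-A on 5p miRNAs of DU145 rose by 0.773, no longer past the threshold (main 0.932), and IGROV1 gave −0.471 for mono-A and −0.442 for any length, now past it. With cKO #2 alone the 5p value of DU145 was 1.09, not past the threshold. LIN28A OE DU145 then gave −0.369 for mono-A and −0.276 for any length, both reversed, and −0.912 on 5p miRNAs, now past the threshold; A of any length in IGROV1 was 0.0524, reversed. A mean of at least 100 reads, which tests fewer miRNAs, left 77 of 105 3p miRNAs (73.3%, main 68.4%) with more A and less U in both lines, 94 in DU145 and 83 in IGROV1 (main 130, 163 and 144). With miRDeep2 counts 14 hairpins changed their arm ratio in IGROV1 (main 22), and the change of the miR-324 ratio in LIN28A OE DU145 was 0.42, no longer at an unadjusted p under 0.05 (main 0.83). The first principal component held 69.8% of the variance of all features in the miRNAs and 71.0% in the mRNAs of all 36 libraries (main 73.0% and 90.2%), and 38.8% in the mRNAs of DU145 with LIN28A OE DU145 (main 56.6%). With DESeq2's variance-stabilised counts the last was 48.9%, and 34.5% for miRNAs (main 32.6%).

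Leaving out each of the 12 libraries of a line in turn gave the following lowest and highest values, with fewer libraries in each fit. Calls of cKO against WT ran from 66 (without WT replicate 2) to 116 (without cKO #2 replicate 1) for miRNAs of DU145, and for mRNAs from 146 (without WT replicate 3) to 563 (without cKO #1 replicate 4) in DU145, 206 (without WT replicate 3) to 661 (without WT replicate 1) in LIN28A OE DU145 and 1525 (without WT replicate 3) to 3242 (without cKO #1 replicate 4) in IGROV1. mRNAs called with the same sign in both clones ran from 512 (without WT replicate 3) to 858 (without WT replicate 1) in DU145, 579 (without WT replicate 2) to 1315 (without WT replicate 1) in LIN28A OE DU145 and 1431 (without WT replicate 3) to 2603 (without cKO #1 replicate 4) in IGROV1. For miRNAs of LIN28A OE DU145, single clones gave 0 (without WT replicate 1) to 2 (without cKO #1 replicate 2) for cKO #1 against WT (main 0), 6 (without cKO #2 replicate 2) to 56 (without cKO #1 replicate 2) for cKO #2 against WT, and 5 (without cKO #2 replicate 1) to 105 (without cKO #1 replicate 2) between the clones. Over 24 fits, 2 (without DU145 WT replicate 3) to 13 (without LIN28A OE DU145 WT replicate 2) miRNAs differed between DU145 and LIN28A OE DU145, with 0 (without DU145 WT replicate 1) to 5 (without LIN28A OE DU145 WT replicate 2) let-7 members, or 0 (without LIN28A OE DU145 WT replicate 1) to 6 (without LIN28A OE DU145 WT replicate 2) over the list alone (main 5). The let-7 members called over the list alone ran from 3 (without WT replicate 1) to 6 (without cKO #1 replicate 2) in DU145 and from 0 (without WT replicate 1) to 5 (without WT replicate 2) in LIN28A OE DU145, whose median log2 fold change of the family ran from 0.81 (without WT replicate 1) to 1.81 (without WT replicate 2).

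Among named miRNAs and mRNAs, the log2 fold changes that reversed in at least 1 of 12 such fits ran from −0.0961 (without WT replicate 2) to 0.0296 (without cKO #2 replicate 1) for let-7d-5p and −0.0944 (without cKO #1 replicate 1) to 0.0488 (without cKO #2 replicate 4) for PAPD4 in DU145, −0.0493 (without cKO #1 replicate 4) to 0.42 (without WT replicate 2) for miR-98-5p in LIN28A OE DU145, and in IGROV1 −0.14 (without WT replicate 2) to 0.0316 (without cKO #1 replicate 4) for miR-103a-3p, −0.0374 (without WT replicate 2) to 0.17 (without cKO #2 replicate 2) for miR-652-3p and −0.0570 (without WT replicate 3) to 0.0451 (without WT replicate 2) for CELSR3. The weighted change of mono-A on 5p miRNAs of DU145 ran from 0.763 (without WT replicate 2) to 1.09 (without WT replicate 1) percentage points, and mono-A from −0.0431 (without WT replicate 3) to 0.461 (without WT replicate 1) in LIN28A OE DU145 and −0.311 (without cKO #2 replicate 2) to −0.203 (without cKO #1 replicate 4) in IGROV1. In IGROV1, 0 (without WT replicate 1) to 20 (without cKO #1 replicate 4) hairpins changed their arm ratio and 0 (without WT replicate 1) to 2 (without cKO #1 replicate 2) switched. Without any 1 WT library both counts were 0, since the exact permutation test then cannot give a p under 0.0121; 18 to 26 hairpins had groups that do not overlap, against 1.49 to 1.50 by chance. Among the hypotheses, Spearman's rho of WT uridylation on 5p miRNAs of LIN28A OE DU145 ran from −0.0654 (without cKO #1 replicate 1) to 0.0201 (without WT replicate 1). The median of the epithelial list ran from −0.38 (without WT replicate 2) to −0.19 (without WT replicate 1) in DU145 and 0.16 (without cKO #2 replicate 1) to 0.37 (without cKO #1 replicate 3) in LIN28A OE DU145, that of the mesenchymal list in IGROV1 from −0.00147 (without cKO #2 replicate 2) to 0.580 (without cKO #1 replicate 4), and that of mRNAs with a miR-141-3p seed site in IGROV1 from −0.0856 (without cKO #2 replicate 1) to −0.0298 (without cKO #1 replicate 4).

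Depth limits what the arm ratios can show: 144, 137 and 123 hairpins of DU145, LIN28A OE DU145 and IGROV1 had enough reads on both arms to be tested. Markers below the filter were not tested either, which left 11 of 15 mesenchymal genes in DU145 and 7 in IGROV1.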

Differences from the paper's values

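No test of an explanation is reported in this part; the settings chosen only after the results were seen are named as such where they appear. Of 53 values of the paper that could be compared, 23 differed by more than the spread between libraries and by more than 1.5 times.

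The mean isomiR percentage of mono-U in wild-type cells was 5.62% in DU145 against the paper's 14.5% and, at Fig. 2C, the paper's 15%, and 5.91% in IGROV1 against the paper's 16.5% and 17%. None of the alternatives set before the data were examined closed the gap; the highest values among them, over the miRNAs with at least 1 read with the addition, were 8.07% and 8.62%. A minimum of 1 read, with only the miRNAs that have at least 1 read with the addition, gave 14.6% and 14.8% and closed it, a setting chosen after seeing the values. In the mutants, mono-U was 0.538% in DU145 against the paper's 2%. Of the alternatives set before the data were examined, only the miRNAs with at least 1 read with the addition closed that gap (1.38%), and the others did not; nor did the setting chosen after seeing the values (3.62%). In the IGROV1 mutants it was 1.50% against the paper's 5%; none of the alternatives set before the data were examined closed the gap, while the setting chosen after seeing the values gave 5.88% and did.

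For mono-A, the mean isomiR percentage was 5.71% in wild-type DU145 against the paper's 12% and 8.39% in its mutants against the paper's 18%. In IGROV1 it was 4.56% against the paper's 12% and 5.95% against the paper's 14%. For these 4 values none of the alternatives set before the data were examined closed the gap. The setting with a minimum of 1 read and only the miRNAs with the addition, chosen after seeing the values, gave 12.5%, 17.1%, 11.4% and 13.8% in the same order and closed all 4.

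Di-A and di-U in wild-type cells had mean isomiR percentages of 1.46% and 0.803% in DU145 and 0.976% and 0.867% in IGROV1, against 3% as the lower end of the paper's range. No alternative set before the data were examined was run for these additions, so none closed the gap. The same setting chosen after seeing the values gave 5.65% and 4.77% in DU145 and 3.79% and 4.25% in IGROV1, which closed it.

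A additions of any length made up 3.11% of the reads in wild-type IGROV1 against the paper's 4.9%, and U additions 2.45% against the paper's 4.2%. Of the alternatives set before the data were examined, leaving out the 5 most abundant miRNAs closed both gaps, with 3.65% and 4.85%; the replicate block and leaving out 1 library did not.

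Mono-U on 3p miRNAs, as a weighted percentage of 3p reads, was 6.17% in wild-type DU145 against the paper's 1.45% and 0.409% in its mutants against the paper's 0.14%. In IGROV1 it was 6.67% against the paper's 1.93% and 0.848% against the paper's 0.32%. Of the alternatives set before the data were examined, cKO #1 alone closed the gap of the DU145 mutants (0.235%), and none closed the other 3. Divided by all miRNA reads in place of the reads of the arm, a setting chosen after seeing the values, the percentages were 1.23%, 0.0876%, 1.85% and 0.281% in the same order, and all 4 gaps closed. On 5p miRNAs of IGROV1, mono-U was 0.420% against the paper's 1.02% and 0.109% in the mutants against the paper's 0.22%. Leaving out the 5 most abundant miRNAs, set before the data were examined, closed both (1.13% and 0.220%) and the other alternatives did not. Over all miRNA reads, the setting chosen after seeing the values, they were 0.299% and 0.0716% and the gaps stayed. On 5p miRNAs of the DU145 mutants that setting opened a gap, with 0.0464% against the paper's 0.07% and 0.0597% over the reads of the arm.

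In LIN28A OE DU145, 0 miRNAs passed an adjusted p of 0.01 (edgeR; 80 at an unadjusted p under 0.05), against the paper's total of about 140 in Fig. 4C, read by eye. None of the alternatives set before the data were examined closed the gap, and the highest count among them was 1, with the average of both clone groups. Chosen after seeing the values, counts from the isomiR files gave 76, leaving out the 2 libraries with exchanged columns 41, and both together 38; these did not close it either.

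Other statements differ without a number to compare. The paper places base changes inside the miRNA below a limit that DU145 exceeded here, at 0.278% of the reads. It ranks mono-U above mono-A in the wild-type cells of both lines; in DU145 mono-U was 5.62% and mono-A 5.71%. The paper's order holds with the setting chosen after seeing the values (14.6% and 12.5%), and with a minimum of 1 read (6.16% and 5.64%) or only the miRNAs with the addition (8.07% and 7.47%), both set before the data were examined. It states that A additions of any length rose in all mutants. In IGROV1 they went from 3.11% to 2.91%. Without the 5 most abundant miRNAs they rose by 0.474 percentage points, with every mutant library above every wild-type library. With cKO #2 alone they rose by 0.0524. It states that mono-A is more frequent on 5p than on 3p miRNAs, and in wild-type IGROV1 it was found on 2.77% of the 5p reads and 3.09% of the 3p reads.

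Among single miRNAs, the paper lists those whose adenylation rose by its fold limit. Of these, 2 fell short of it here, miR-324-3p in DU145 alone and miR-760 in both lines. The rise of miR-324-3p was 3.07-fold in DU145 and 5.31-fold in IGROV1, and that of miR-760 3.89-fold and 2.68-fold. Among the eligible 3p miRNAs, let-7d-3p also rose at least 5-fold in both lines and is not on the paper's list. The paper describes the 3p miRNA of let-7i as more modified than its 5p miRNA; in wild-type cells the shares were 9.06% on 3p and 16.6% on 5p in DU145 and 6.10% and 10.1% in IGROV1, while in the mutants the 3p share was the higher one. It names adenylated let-7i-3p as the dominant form in the mutants of both lines, and in IGROV1 cKO #2 adenylated reads made up 31.2% and unmodified reads 55.4%. It reports no gain of adenylated miR-103a-3p; in DU145 the share went from 0.0659% to 0.136% (exact permutation test, adjusted p-value 0.0111).

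In abundance, the paper has miR-200c-3p and miR-141-3p fall only in IGROV1. In DU145 cKO #1 compared with wild type alone, they fell by 1.21 and 0.92 on the log2 scale, and both passed an adjusted p of 0.01 (edgeR). In DU145 cKO #2 neither fell, with 4677 RPM of miR-200c-3p against 3871 in wild type and 171 of miR-141-3p against 121. With the average of both clone groups miR-200c-3p was called in DU145 at −0.60, a fall that came from cKO #1 alone. The paper also measured both miRNAs in each DU145 clone by RT-qPCR, which was not analysed here. It names miR-30a-5p among the miRNAs that rose in IGROV1; its log2 fold change was 0.11 (edgeR, adjusted p-value 0.645). Compared alone with wild type, cKO #1 passed an adjusted p of 0.01 (0.38; edgeR, adjusted p-value 0.00906), and cKO #2 did not (−0.22; edgeR, adjusted p-value 0.111). Of the let-7 members, it describes let-7a-5p and let-7b-5p as little changed in IGROV1. The average of both clone groups called them at −0.24 and 0.45. For let-7b-5p, DESeq2 (0.51), the sum over precursors (0.60) and counts from the isomiR files, chosen after seeing the values (0.55), called it as well.

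The paper has the let-7 members with the CSD motif rise in DU145-derived mutants with LIN28A against those without it, miR-98 excepted. Which members carry the motif was not analysed here. Over all 9 members the difference between the lines was positive, that of miR-98-5p included (1.71; edgeR interaction term, adjusted p-value 0.0444). Within LIN28A OE DU145 0 passed an adjusted p of 0.01 (edgeR; 4 at an unadjusted p under 0.05). Counts from the isomiR files, the 2 libraries left out, and both together, all chosen after seeing the values, called 5 members each. In DU145, other settings set before the data were examined called further members, such as let-7a-5p with library-size scaling (−0.59) and let-7i-5p with DESeq2 (−0.49). Both were lower, which is no difference from the paper, since it gives the members as lower or unchanged.

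The paper built its network of Fig. 5G from mRNAs that fell in IGROV1. Of its genes, CELSR3, AKT1 and AP2B1 did not pass an adjusted p of 0.01 (edgeR), with log2 fold changes of −0.01, 0.10 and 0.21. No setting run called these 3 lower, and DESeq2 called AP2B1 higher (0.22). In the principal components of the miRNAs of DU145 and LIN28A OE DU145, the paper ties the presence of TUT4/7 to the components PC2 and PC3; it accounted for 39.1% of the variance along PC2, 0.662% along PC3 and 24.6% along PC1. These shares rest on the deposited labels of the 2 exchanged columns, which lie with each other's groups along PC1.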

Other observations

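In this part, the tests chosen only after the result was seen are those of library size, depth and run batch between the clones of DU145, of the absence of called miRNAs in LIN28A OE DU145, of mono-A on 5p miRNAs of IGROV1, of mono-U in cKO #2 of DU145, of the splits for 3p miRNAs, and of the shuffled seed motifs.

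2 columns of the miRDeep2 count table of LIN28A OE DU145 match the isomiR files of each other's libraries. For 34 of 36 libraries, the miRDeep2 counts matched best the isomiR counts of the same label, with r between 0.978 and 0.995 over 356 miRNAs. The miRDeep2 column of WT replicate 2 had r = 0.588 with its own isomiR counts and 0.994 with those of cKO #1 replicate 2, which in turn had 0.586 with its own and 0.981 with those of WT replicate 2. An exchange of the isomiR files in place of the columns is argued against by weighted mono-U, 1.46% in the file of WT replicate 2 and 0.0978% in that of cKO #1 replicate 2. The other 3 WT files held 1.64% to 1.75% and the other cKO #1 files 0.0853% to 0.143%, and the file of WT replicate 2 lay above every cKO file. This leaves an exchange of the 2 columns. The labels were kept as deposited. In this line 0 of 681 miRNAs passed an adjusted p of 0.01 (edgeR), and 80 had an unadjusted p under 0.05. Lower depth is argued against, since the median counts of the LIN28A OE DU145 libraries were 111% of those of DU145. A loss of the whole effect under LIN28A is argued against, since it would leave no calls without both libraries, and 41 miRNAs were called then (edgeR). The exchanged columns stay open as a candidate explanation: with counts from the isomiR files, 76 miRNAs were called. A partly weaker effect of TUT4/7 loss under LIN28A stays open beside it.

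Other splits of the same libraries point the same way. The real split of LIN28A OE DU145 called 0 miRNAs (80 at an unadjusted p under 0.05), so 100 of the 100 splits of the 12 small RNA libraries gave as many. The largest count among them, 120, came from setting WT replicate 2 and cKO #1 replicates 1, 3 and 4 against the others. For cKO #1 against WT, again with 0 miRNAs called (61 at an unadjusted p under 0.05), 35 of the 35 splits gave as many, and the largest count, 219, came from WT replicates 1, 3 and 4 with cKO #1 replicate 2. With both labels exchanged, the former sets cKO #1 against the other libraries and the latter is WT against cKO #1. The exchange is a candidate explanation that would give this (76 miRNAs called with counts from the isomiR files).

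For the other comparisons the real split stood alone. In DU145 and IGROV1, 1 of the 100 splits gave as many miRNAs as cKO against WT (121 and 265), the real one, and the others gave 0. For mRNAs of DU145, LIN28A OE DU145 and IGROV1 it was 1 of 100 as well (635, 544 and 2736 called), with 0 in the others. Leaving out WT replicate 2 gave 66 miRNAs in DU145, and leaving out WT replicate 3 gave 146, 206 and 1525 mRNAs. For each of cKO #1 against WT, cKO #2 against WT and cKO #2 against cKO #1, 1 of the 35 splits gave as many miRNAs in DU145 and IGROV1 and as many mRNAs in all 3 lines. The same held for the miRNAs of LIN28A OE DU145 apart from cKO #1 against WT. In these the other splits gave 0, except mRNAs of cKO #1 against WT in LIN28A OE DU145, with 1446 for 1 other split (3817 in the real one). For the 130 3p miRNAs with more A and less U in both lines, 1 of the 100 splits gave as many, the largest other count was 97 and the median 4. A grouping that follows the clones gave larger counts for mRNAs of both DU145 lines, and for miRNAs of DU145 with cKO #1 only. cKO #1 against all other libraries called 160 miRNAs in DU145 and 2353 and 3280 mRNAs in DU145 and LIN28A OE DU145, and cKO #2 against the others 2291 and 2551 mRNAs. For miRNAs of DU145, cKO #2 against the others called 90, fewer than the real split. In IGROV1 such groupings called fewer than the real one, with 107 and 91 miRNAs and 1041 and 1003 mRNAs.

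The clones of DU145 differ in 4645 mRNAs and 266 miRNAs (edgeR, adjusted p-value under 0.01). A difference in library size is argued against as the cause, since the median mRNA counts of cKO #2 were 89.6% of those of cKO #1 and the ranges of the clones overlap. With the replicate number as a covariate, within which the runs lie, 5030 mRNAs were called. That fit decides nothing about a run batch, since each replicate number lies in the same run for both clones. A difference of the clones that was carried into the lines made from them stays open. The differences had r = 0.88 between DU145 and LIN28A OE DU145 in mRNAs and 0.82 in miRNAs, against −0.00168 and −0.0160 between DU145 and IGROV1. Of 3368 mRNAs called in both DU145 and LIN28A OE DU145, 3358 had the same sign, as did 23 of 23 miRNAs. The miRNA values use the columns of LIN28A OE DU145 as labelled, with the exchanged column of cKO #1 replicate 2 included. The paper's Supplemental Fig. S4A shows clonal variation for miRNAs; whether it arose in cloning or through off-target editing was not tested.

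Part of the difference between the clones follows chromosomes. The chromosome of a gene explained 9.82% of the variance of the differences in DU145, 8.10% in LIN28A OE DU145 and 2.95% in IGROV1, where the highest of 1000 permutations gave 0.335%, 0.416% and 0.412%. The median log2 difference was beyond 0.2 for 9, 8 and 3 chromosomes. It was farthest from 0 for chromosome 5 in DU145 (0.60) and LIN28A OE DU145 (0.60), with cKO #1 the higher, and for chromosome 6 in IGROV1 (0.38). Over 23 chromosomes these medians had r = 0.96 between DU145 and LIN28A OE DU145 and −0.18 between DU145 and IGROV1. A difference in library size, which moves all chromosomes alike, is argued against. GC content, which differs between chromosomes, was not tested and stays open. A difference in copy number between the clones is a candidate explanation, and DNA was not analysed here. It also reaches cKO against WT, where the chromosome explained 4.62%, 4.30% and 2.63% of the variance. There chromosome 21 had the median farthest from 0 in DU145 (−0.42) and LIN28A OE DU145 (−0.39), and chromosome 18 in IGROV1 (−0.35).

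In DU145, cKO #2 kept more mono-U than cKO #1, with weighted percentages of 0.190% ± 0.0169 (SD, n = 4) and 0.0866% ± 0.000615 (SD, n = 4). Depth is argued against: the median reads of cKO #2 were 74.3% of those of cKO #1, and the ranges overlap, with 6214144 to 10204987 reads in cKO #2 and 8240867 to 10779049 in cKO #1. Residual enzyme stays open as a candidate explanation, since TUT4 (ZCCHC11) mRNA was 39.4 CPM in cKO #2 and 12.3 CPM in cKO #1 (WT 58.1 CPM). The mRNA level does not say whether the protein is active, and the protein was not analysed here. The paper's Western blots found TUT4 and TUT7 depleted in both DU145 clones.

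In IGROV1, weighted mono-A on 5p miRNAs fell from 2.77% to 2.11%, while the mean isomiR percentage of mono-A rose from 4.56% to 5.95%. A few abundant miRNAs stay open as a candidate explanation, since without the 5 most abundant the 5p value rose by 0.213 percentage points. An effect of TUT4/7 loss on the adenylation of those 5 miRNAs may lie behind it, and was not tested apart from their abundance. The 5p value of LIN28A OE DU145 fell too, from 7.40% to 6.86% (exact permutation test, adjusted p-value 0.273; 5 of 8 cKO libraries below every WT library), with a rise of 0.393 without the 5 most abundant.

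Both arms of a hairpin tended to change together. Across hairpins the log2 fold changes of the 5p and 3p miRNA had r = 0.70 in DU145 (177 hairpins), 0.60 in LIN28A OE DU145 (178) and 0.95 in IGROV1 (191), with the same sign for 136, 121 and 162 of them. The highest r of 10000 random pairings was 0.30, 0.30 and 0.41, so each p is 0.0001, the smallest possible. A change at the gene or precursor, in place of 1 arm alone, is a candidate explanation. Hairpins are not independent where they share a cluster, which stays open. A technical shift common to both arms, such as one by base composition, was not tested.

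The uridylation of a miRNA in WT was not tied to its change in abundance in these tests. Spearman's rho of the WT U percentage with the log2 fold change was 0.0108 for 3p miRNAs and −0.0312 for 5p miRNAs of DU145 (139 and 148 miRNAs), 0.10 and −0.0344 in LIN28A OE DU145, and 0.0508 and −0.0240 in IGROV1 (155 and 164). Over 6 permutation tests the adjusted p-values ran from 0.900 to 0.903. Without WT replicate 1, rho for 5p miRNAs of LIN28A OE DU145 was 0.0201. These tests showed no sign of a general loss of abundance control through uridylation. A correlation that was not found does not exclude one, and an effect on single miRNAs stays open too.

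Markers of an epithelial-to-mesenchymal shift, written down before the test, moved differently by line. In IGROV1 the median log2 fold change of the epithelial list (17 of 20 genes tested) was −1.94, and 0 of 10000 random lists of matched expression were lower. It stayed −1.94 with 3 genes that are at the floor of 3 counts in 1 group set to their bound. By clone it was −2.33 and −2.55, and 11 of the genes were called lower and 1 higher. For the mesenchymal list of IGROV1 (7 of 15 tested) the median was 0.46 (percentile 94.9 of the random lists; clones −0.48 and 0.81; 1 higher and 1 lower). There a shift and chance cannot be told apart, since few genes were tested and the clones went apart; without cKO #2 replicate 2 the median was −0.00147. In DU145 the medians were −0.29 (percentile 0.48; clones −0.62 and −0.0779; 1 higher, 1 lower) for 16 epithelial genes and 0.74 (percentile 99.98; clones 1.34 and 0.34; 1 higher, 0 lower) for 11 mesenchymal genes. Without WT replicate 1 the epithelial median of DU145 was −0.19. With LIN28A in DU145 they were 0.28 (percentile 98.96; clones −0.16 and 0.58; 1 higher, 0 lower) for 16 and 0.77 (percentile 100; clones 1.30 and −0.0485; 2 higher, 0 lower) for 11 genes; the epithelial one went against a shift, and was 0.16 without cKO #2 replicate 1.

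A shift of the cells after loss of TUT4/7, after loss of miR-200c and miR-141, or picked up by the clones in culture may explain the epithelial fall in IGROV1 (median −1.94), as hypotheses. The design cannot part them, since each mutant clone of IGROV1 lost TUT4/7 and most of miR-200c-3p and of miR-141-3p alike.

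Targets of miR-200c-3p and of miR-141-3p did not rise where these miRNAs were lost. In IGROV1 the median log2 fold change of mRNAs with a 7-mer seed site in the 3′ UTR was −0.0818 for miR-200c-3p (3390 genes) and −0.0659 for miR-141-3p (3616), against 0.0441 and 0.0387 without a site. The percentiles among 10000 gene sets matched on 3′ UTR length were 0 and 0.11, the opposite of derepression. In DU145 only cKO #1 had less of both miRNAs. There miR-200c-3p had 3871 RPM in WT, 1419 in cKO #1 and 4677 in cKO #2, and miR-141-3p 121, 53.7 and 171. The medians over both DU145 clones were −0.0670 (3401 genes) and −0.0495 (3597), against 0.0511 and 0.0508 (percentiles 0 and 0.12). With library-size scaling the miR-141-3p median of DU145 was 0.00988, where all mRNAs moved to 0.0875; without cKO #1 replicate 4 that of IGROV1 was −0.0298. A rise of targets as a group is argued against by these values. Base composition of the 3′ UTRs stays open as a candidate explanation for the low medians. Of 100 shuffled motifs, 45 for miR-200c-3p and 43 for miR-141-3p gave a shift as low in IGROV1, and 6 and 28 in DU145. Effects on single targets stay open.

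Some values belong to no statement of the paper. Mono-U of LIN28A OE DU145 fell from a mean isomiR percentage of 5.55% to 0.633%, and weighted from 1.65% to 0.181%. On 3p miRNAs it went from 5.85% to 0.5256%, on 5p miRNAs from 0.417% to 0.0660%, and for U of any length from 1.91% to 0.189%. In each, 8 of 8 cKO libraries lay below every WT library (exact permutation test, adjusted p-value 0.00505). Mono-A on 3p miRNAs rose from 5.68% to 7.85% in 8 of 8 (exact permutation test, adjusted p-value 0.00505). Weighted mono-A was 6.97% and 7.07% (exact permutation test, adjusted p-value 0.857), and A of any length 7.66% and 8.03% (exact permutation test, adjusted p-value 0.489). C additions of any length were higher in the cKO of each line, at 0.451% against 0.384% in DU145, 0.502% against 0.271% in LIN28A OE DU145 and 0.177% against 0.0698% in IGROV1; the ranges overlap in DU145, and no test was run. Of 137 hairpins of LIN28A OE DU145, 0 had a changed arm ratio at an adjusted p under 0.05 (44 at an unadjusted p under 0.05), and 8 had groups that do not overlap, against 0.554 by chance.

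For mRNAs, the log2 fold change of LIN28A in LIN28A OE DU145 was 2.12 (edgeR, adjusted p-value 0.000145), although the cDNA was introduced into WT and mutants alike. TUT4 (ZCCHC11) changed by −1.16 (edgeR, adjusted p-value 0.0858) in DU145, with −2.22 in cKO #1 and −0.56 in cKO #2, and by −1.53 (edgeR, adjusted p-value 0.000128) in IGROV1. With the average of both clone groups TUT4 was called in DU145 (−1.39) and LIN28A OE DU145 (−1.02). TUT7 (ZCCHC6) changed by −1.25 (edgeR, adjusted p-value 0.00765) in DU145. That call was lost with the replicate block (edgeR, adjusted p-value 0.0169), the sequencing run as a covariate (0.0108) and library-size scaling (0.0178). Genes named in the paper for IGROV1 moved otherwise in DU145: PLSCR1 by 1.21 (edgeR, adjusted p-value 0.00155), ITGA2 by 0.15 and MMP14 by −0.0351. The interaction of line and genotype was −5.75 (edgeR, adjusted p-value 7.8e-14) for PLSCR1, −2.37 (edgeR, adjusted p-value 0.000690) for ITGA2 and −7.51 (edgeR, adjusted p-value 3.5e-16) for MMP14. BCL2 rose by 2.78 (edgeR, adjusted p-value 5.6e-09) in IGROV1, with an interaction of 3.39 (edgeR, adjusted p-value 9.0e-05). Causes were not tested.

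In LIN28A OE DU145, 544 of 14642 mRNAs were called, 176 higher and 368 lower, though the counts changed with a left-out library (206 without WT replicate 3). DU145 and LIN28A OE DU145 shared 232 called mRNAs, 24.0 expected by chance, and 231 of them had the same sign; LIN28A OE DU145 and IGROV1 shared 111, 89.1 expected by chance (Fisher's exact test, p = 0.0101), and 60 had the same sign. Between clones of LIN28A OE DU145 the log2 fold changes against WT had r = 0.26 in miRNAs, which include both exchanged columns, and 0.0847 in mRNAs. With all groups simulated as unchanged, WT included, mean r was 0.50 and 0.51. The simulated clones did not differ from each other, so these values are no baseline for the real r. cKO #1 and cKO #2 against WT and the clones against each other called 0, 17 and 29 miRNAs (61, 180 and 186 at an unadjusted p under 0.05) and 3817, 3196 and 5766 mRNAs; 0 miRNAs (15 at an unadjusted p under 0.05) and 818 mRNAs were called with the same sign in both clones. Without cKO #1 replicate 2, the 3 miRNA counts were 2, 56 and 105.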
